# Pathway Preferential Estrogens Prevent Hepatosteatosis Due to Ovariectomy and High-Fat Diets

**DOI:** 10.3390/nu13103334

**Published:** 2021-09-23

**Authors:** Qianying Zuo, Karen L. Chen, Alicia Arredondo Eve, Yu-Jeh Liu, Sung Hoon Kim, Benita S. Katzenellenbogen, John A. Katzenellenbogen, Zeynep Madak-Erdogan

**Keywords:** non-alcoholic fatty liver disease (NAFLD), hepatosteatosis, pathway preferential estrogen 1 (PaPE-1), high-fat diet, metabolic health

## Abstract

About 20–30% of premenopausal women have metabolic syndrome, and the number is almost double in postmenopausal women, and these women have an increased risk of hepatosteatosis. Postmenopausal women with metabolic syndrome are often treated with hormone replacement therapy (HRT), but estrogens in currently available HRTs increase the risk of breast and endometrial cancers and Cardiovascular Disease. Therefore, there is a critical need to find safer alternatives to HRT to improve postmenopausal metabolic health. Pathway preferential estrogen 1 (PaPE-1) is a novel estrogen receptor ligand that has been shown to favorably affect metabolic tissues without adverse effects on reproductive tissues. In this study, we have examined the effects of PaPE-1 on metabolic health, in particular, examining its effects on the liver transcriptome and on plasma metabolites in two different mouse models: diet-induced obesity (DIO) and leptin-deficient (ob/ob) mice. PaPE-1 significantly decreased liver weight and lipid accumulation in both DIO and ob/ob models and lowered the expression of genes associated with fatty acid metabolism and collagen deposition. In addition, PaPE-1 significantly increased the expression of mitochondrial genes, particularly ones associated with the electron transport chain, suggesting an increase in energy expenditure. Integrated pathway analysis using transcriptomics and metabolomics data showed that PaPE-1 treatment lowered inflammation, collagen deposition, and pathways regulating fatty acid metabolism and increased metabolites associated with glutathione metabolism. Overall, our findings support a beneficial metabolic role for PaPE-1 and suggest that PaPE-1 may protect postmenopausal women from fatty liver disease without increasing reproductive cancer risk.

## 1. Introduction

Non-alcoholic fatty liver disease (NAFLD) is the most common form of chronic liver disease in the United States [1]. Simple steatosis is considered benign, but steatosis of the liver can progress to the more serious conditions of nonalcoholic steatohepatitis (NASH) and cirrhosis [2,3]. The “2-hit hypothesis” regarding NAFLD pathogenesis suggests that NAFLD is caused by two major factors: the accumulation of excessive hepatic fat and the onset of oxidative stress [4,5,6]. Therefore, a treatment that targets one or ideally both of these aspects may be beneficial in mitigating NAFLD and the risk of other ensuing morbidities.

Population studies have demonstrated that men and postmenopausal women have higher incidences of NAFLD compared to premenopausal women, suggesting a protective role for estrogens [7,8]. The decrease in estrogens due to the onset of menopause makes postmenopausal women more susceptible to weight gain, fat redistribution to abdominal areas, dyslipidemia, hypertension, and insulin resistance, all of which are major hallmarks of metabolic syndrome and are associated with NAFLD [9]. 

These effects, including insulin resistance and glucose homeostasis, can be reversed by estradiol (E2) treatment [10,11]. Current hormone replacement therapy (HRT) typically consists of estrogen or estrogen in combination with a progestin and improves postmenopausal symptoms. However, concerns have been raised about the side effects of HRTs, such as the increased risk of breast and endometrial cancers, deep vein thrombosis, and stroke. Therefore, it is essential to find safer alternatives to HRT that can maintain the health of non-reproductive tissues without stimulating reproductive tissues. 

We have previously developed novel pathway preferential estrogens that modulate extranuclear-initiated estrogen receptor α (ERα) and mTOR signaling crosstalk [12]. The lead compound, termed Pathway Preferential Estrogen 1 (PaPE-1), is structurally similar to E2. Because of the rearrangement of the key elements of the steroid structure, PaPE-1 has a lower binding affinity for ERα. Thus, PaPE-1 selectively activates extranuclear-initiated ERα signaling pathways without triggering gene regulation of classical ER target genes. In in vivo studies, PaPE-1 reduced ovariectomy-induced weight gain, blood triglyceride levels, and fat deposition, without stimulating the uterus or mammary gland. In another previous study, PaPE-1 also effectively blocked gene expression changes in breast cancer induced by free fatty acids, providing a mechanistic rationale for clinically evaluating PaPE-1 for decreasing breast cancer progression in obese postmenopausal women [13].

In this study, we analyze the metabolic effects of PaPE-1, characterize the signaling pathways and markers of NAFLD that it modulates, and evaluate the potential of PaPE-1 to combat hepatic steatosis caused by decreased estrogens. To understand the molecular mechanism and systemic effects of PaPE-1 on metabolism in the low-estrogen environment, we performed genomic and postgenomic analyses in female mouse models of diet-induced and genetic obesity in a low-estrogen background. Our analysis reveals a significant and potentially beneficial role for PaPE-1 in modulating the expression of genes that regulate lipid deposition, mitochondrial activity, and collagen accumulation. Our combined liver gene-expression and blood metabolomics analyses show that PaPE-1 is effective in normalizing fatty acid metabolism and inflammatory pathways associated with the liver. Our findings in experimental mouse models suggest a potentially beneficial role for PaPE-1 in protecting postmenopausal women from NAFLD without increasing reproductive cancer risk.

## 2. Materials and Methods

### 2.1. Animal Models and Treatments 

Studies used wild-type and Leptin mutant (ob/ob) mice in the C57BL/6 background. All experiments involving animals were conducted in accordance with National Institutes of Health standards for the use and care of animals, with protocols approved by the University of Illinois at Urbana-Champaign (IACUC protocol #14193). Based on our previous work on body weight normalization by low-affinity estrogens in mice treated with controls or various estrogens, typical treatment differences in the weight of animals on a high-fat diet following ovariectomy is 5 g; standard deviations were approximately 3 g. Using these predictions and a Type I error of 5% and a Type II error of 10%, we estimated that 8 animals were required for each group in each experiment [12,14]. 

Two different animal models for obesity were utilized for this study. The first model is the diet-induced obesity (DIO) model, using 24 female wild-type C57BL/6 (Jackson Laboratory) mice housed individually in 12-h light-dark cycle. Mice were given a high-fat diet (Harlan TD 0.88137), based on an AIN-76A diet but with 45% calories from fat and 0.2% cholesterol. After one week, all mice were ovariectomized (OVX) under isoflurane anesthesia and treatment was administered through a 60-day release osmotic minipump (Alzet 2006, DURECT Corporation; flow rate 0.15 µL/h). The second model is a genetic model of obesity, using 24 female leptin-deficient (ob/ob) mice from a C57BL/J6 background (RRID: IMSR_JAX:000664, Jackson Laboratory) housed individually in 12-h light-dark cycle and given a normal AIN-76A diet. One week after ovariectomy, mice were randomized into different treatment groups. Treatment groups for both models were the same: (1) vehicle of 43% DMSO, 15% ethanol, and 42% saline; (2) E2 at 5 µg·kg^−1^·day^−1^; (3) PaPE-1 at 300 µg·kg^−1^·day^−1^. Treatments were administered through a 60-day release osmotic minipump (Alzet 2006, DURECT Corporation; flow rate 0.15 µL/h) for 6 weeks. All mice were given water ad libitum.

### 2.2. Food Intake and Body Composition

Food intake and body weight were measured weekly for six weeks. MRIs were performed before treatment. At week 4, after treatment started, EchoMRI was used to measure the whole body, lean, and water mass. After six weeks of treatment, mice were euthanized, and organs were harvested. The liver and uterus were weighed and recorded. Livers were kept in RNAlater (Thermo Scientific, Waltham, MA, USA) for RNA isolation or 10% neutral buffered formalin (Millipore Sigma, Burlington, MA, USA) for histology and staining. 

### 2.3. Liver Histology

Liver tissue sections were embedded in the Tissue-Tek O.C.T. compound and frozen. Sections were fixed in 10% neutral buffered formalin (NBF) then stained with hematoxylin and eosin (H&E) or Oil Red O. Paraffin-wax-embedded liver sections were also stained with Trichrome and Sirius Red. Stained tissue sections were imaged using EVOS XL Core Imaging System. Lipid droplet size was quantified on H&E stains using particle analysis on Fiji software (ImageJ). Lipid droplet count was quantified by manually counting on Fiji. 

### 2.4. RNA-Seq and Transcriptional Profiling

Total RNA was extracted with TRIzol reagent (Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s protocol and was purified using an RNAeasy kit (QIAGEN, Hilden, Germany). RNA quality was assessed using BioTek Cytation 5. Concentrated RNA was submitted to the DNA Sequencing Group at the Roy J. Carver Biotechnology Center at UIUC. Complementary DNA (cDNA) libraries were prepared with the mRNA TruSeq Kit (Illumina Inc., San Diego, CA, USA). Double-stranded cDNA was generated from fragmented RNA, and adapters were ligated to the ends. Casava 1.8.2. was used to base call and demultiplex samples. Preprocessing and Quality Control: FASTQ files were trimmed using FASTQ Trimmer (version 1.0.0). TopHat (version 0.5) was used to map single-end RNA-seq reads to the Mus musculus reference genome. Gene expression values were quantified from BAM files, calculated using StrandNGS (version 2.1) Quantification tool. Partial reads were considered, and the option for detecting novel genes and exons was selected. Default parameters for finding novel exons and genes were specified. Quality control and normalization were conducted in R using edgeR (Version 3.24.3). Statistical analysis was conducted in R using limma (Version 3.38.3). DESeq normalization algorithm using default values was chosen. Differentially expressed genes were then determined by fold-change and *p*-value with Benjamini and Hochberg multiple test correction for each gene for each treatment relative to the vehicle control. We considered genes with fold-change > 2 and FDR (or q) < 0.05 as being significantly, differentially expressed. Gene Set Enrichment Analysis (GSEA) was used to identify GO terms associated with different treatments [15,16].

### 2.5. Cell Culture, Ligand Treatments, Reagents

HepG2-ERα cells were obtained from Dr. David Shapiro (University of Illinois) and grown as previously described [14]. Cells were maintained in William’s medium (Gibco, Waltham, MA, USA) with phenol red and non-essential amino acid salts (NEAA), supplemented with 5% serum + II (HyClone, Logan, UT, USA), 100 µg/mL penicillin/streptomycin (Invitrogen, Carlsbad, CA, USA), and 2.5% sodium bicarbonate. Cells were grown for at least 5 days in this media prior to use. William’s medium without phenol red was used for treating HepG2-ERα cells. Oleic acid (OA) used in the cell assays was purchased from Sigma Aldrich and it was dissolved in a small amount of DMSO and brought to the desired concentration by adding ethanol. 

### 2.6. Real-Time RT-qPCR

HepG2-ERα Cells were seeded on 30 mm cell culture plates at 5 × 105 cells/well in William’s medium without phenol red and were treated with medium containing with 1 μM PaPE-1 or 0.01 μM Estradiol for 24 h. The next day, HepG2-ERα cells were homogenized in 1 mL of TRIzol reagent, and total RNA was isolated. RNA of liver tissues and HepG2-ERα Cells was transcribed into cDNA using M-MuLV Reverse Transcriptase (BioLabs, Ipswich, MA, USA). Fast Start Universal SYBR Green reagent [17] and an Applied Biosystem Step One Plus qPCR system were used for the RT-qPCR reaction. Results were normalized to housekeeping gene 36B4 (60S acidic ribosomal protein P0), and the relative difference in gene expression from the vehicle was calculated using the ∆∆Ct method. PCR primer sequences were obtained from PrimerBank (https://pga.mgh.harvard.edu/primerbank/, accessed on 20 September 2017): 36B4, FASN (Fatty Acid Synthase), SREBP-1c (Sterol regulatory element-binding protein 1), COL4A1 (Collagen alpha-1 (IV) chain), COL5A3 (Collagen alpha-3 (V) chain), COL15A1 (Collagen alpha-1 (XV) chain), FDX1 (Adrenal ferredoxin), ETFB (Electron Transfer Flavoprotein Subunit Beta), NDUFB4 (NADH: Ubiquinone Oxidoreductase Subunit B4) and NDUFA2 (NADH: Ubiquinone Oxidoreductase Subunit A2).

### 2.7. Seahorse Metabolic Profiling Assays

HepG2-ERα cells were seeded at a density of 5 × 10^4^ in William’s medium (Gibco, Waltham, MA, USA) with phenol red. The next day, HepG2-ERα cells were treated in triplicate using Veh, 1 μM PaPE-1, 100 nM OA with/without 1 μM PaPE-1 in corresponding treatment media without phenol red in each well of the XFp Cell Culture miniplates, respectively (Seahorse Bioscience Inc., Billerica, MA, USA) for 24 h. Concentrations of ligands are based on our previously published study (12). The cartridges were hydrated with the calibration solution and kept in a non-CO_2_ incubator at 37 °C overnight. In parallel, a duplicate of each plate was used for cell counting to monitor cell number changes after 24 h of treatments, and Seahorse data was normalized to total cell number. On the assay day, cells were washed with XF Base Media without phenol red supplemented with 10 mM L-glucose, 2 mM L-glutamine (Gibco, Waltham, MA, USA), and 1 mM sodium pyruvate (Gibco, Waltham, MA, USA) and incubated in the same media for 45–60 min before assays were run with Seahorse XFp Analyzer (Seahorse Bioscience Inc., North Billerica, MA, USA). Mitochondrial energy production was measured using the Seahorse XFp Cell Mito Stress Test Kit (Seahorse Bioscience Inc., North Billerica, MA, USA). Experiments were performed in triplicate and repeated at least three times.

### 2.8. Neutral Lipid Droplet Staining

HepG2-ERα cells seeded in 96-well plates were fixed with 4% formaldehyde in 10% phosphate-buffered saline (PBS) (Millipore Sigma, Burlington, MA, USA). After fixation, cells were washed with 10% PBS and stained using Invitrogen’s HCS LipidTox Neutral Green Lipid Stain for cellular imaging. Cells were counterstained with DAPI (Millipore Sigma, Burlington, MA, USA) and viewed via BioTek Cytation 5 according to the manufacturer’s recommendations. Corrected total cell fluorescence (CTCF) was calculated using Fiji software by taking the integrated density, area, and mean fluorescence of background and performing the calculation: CTCF = Integrated Density- (Area of Selected Cell x Mean Fluorescence of Background).

### 2.9. Metabolomics Analysis

About 500 µL of blood was collected from the mouse abdominal aorta. Blood collected at the end of the experiment was mixed with 10 µL of 0.5 M EDTA and centrifuged for 10 min at 1000× *g* to isolate the plasma. Plasma samples from each animal were collected and stored at -80 °C until submitted to the Metabolomics Center in the Roy J Carver Biotechnology Center (CBC) at UIUC. GC/MS whole metabolite profiling was performed to detect and quantify the metabolites by using Gas chromatography-mass spectrometry (GC/MS) analysis. Metabolites were extracted from 50 µL of plasma according to Agilent Inc. application notes. The hentriacontanoic acid was added to each sample as the internal standard prior to derivatization. Metabolite profiles were acquired using an Agilent GC-MS system (Agilent 7890 gas chromatograph, an Agilent 5975 MSD, and an HP 7683B autosampler). The spectra of all chromatogram peaks were evaluated using the AMDIS 2.71 and a custom-built database with 460 unique metabolites. All known artificial peaks were identified and removed prior to the data mining. To allow comparison between samples, all data were normalized to the internal standard in each chromatogram. This analysis identifies about 150 plasma metabolites and reports a relative abundance of metabolites, which enables us to compare the same metabolites across the sample batch. Metabolomics data with sample class annotations (Vehicle, E2, and PaPE-1) were uploaded to the Statistical Analysis tool of MetaboAnalyst software version 4.0 [15]. Features with more than 50% missing values were removed. Data were normalized based on values from Vehicle samples. Data were log-transformed and scaled using the Auto scaling feature. Heatmap of class averages of 25 metabolites was generated using the Heatmap feature using default options for clustering and restricting the data to the top 25 metabolites ranked by *t*-test. PLS Discriminant Analysis (PLS-DA) is performed in order to sharpen the separation between Vehicle, E2, and PaPE-1 groups to show distinct metabolic profiling. VIP scores for the top 25 metabolites that discriminate between treatment groups were calculated and displayed using the Partial Least Squares-Discriminant analysis tool. Fold change analysis was performed to compare the absolute value of change of metabolites between two group means. Enrichment analysis and pathway analysis were used to identify metabolic pathways associated with enriched metabolites (fold change > 2 and *p* < 0.05).

### 2.10. Statistical Analysis

Data from gene expression and animal studies were analyzed using either a one-way analysis of variance (ANOVA) model to compare different ligand effects, or two-way-ANOVA to compare time-dependent changes. Statistical significance was established at α = 0.05. All data was normally distributed unless otherwise noted. Normally distributed data was analyzed using pairwise *t*-tests with a Bonferroni correction to identify treatments that were significantly different from each other (* *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001). For every main effect that was statistically significant at α = 0.05, pairwise *t*-tests were conducted to determine which ligand or inhibitor treatment levels were significantly different from each other. For these *t*-tests, the Bonferroni correction was employed to control experiment-wise type I error rate at α = 0.05 followed by the Bonferroni post hoc test. Data that were not normally distributed were analyzed using Mann Whitney test for nonparametric data (* *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001). Statistical significance was calculated using GraphPad Prism for Windows (GraphPad Software, La Jolla, CA, USA, www.graphpad.com, accessed on 20 September 2017). The mean and SEM of experiments were plotted.

## 3. Results

### 3.1. PaPE-1 Was Effective in Decreasing Ovariectomy-Associated Weight Gain and Hepatic Lipid Deposition without Stimulating Reproductive Tissues

Body weights of wild-type high-fat-fed or diet-induced obesity (DIO) mice were significantly lowered by E2 and PaPE-1 after six weeks of treatment, as we noted previously (Figure 1A) [12]. In ob/ob mice, PaPE-1 did not significantly change body weight compared to the control, whereas E2 treatment increased body weight (Figure 1A) [12]. As shown in the MRI analyses, however, the increase in body weight in E2-treated animals was not attributed to fat mass, but rather to the water and lean mass of the animals. MRI analysis showed that E2 and PaPE-1 significantly decreased fat mass in DIO mice, whereas only E2 decreased fat mass in ob/ob mice (Figure 1B). At harvest after six weeks of treatment, liver weights of E2 and PaPE-1-treated animals were significantly lower than the vehicle in both DIO mice and ob/ob models, while PaPE-1 was more effective in the ob/ob model (Figure 1C). Furthermore, as expected, PaPE-1 treatment, unlike E2 treatment, did not increase uterine weight in both models (Figure 1D).

As the reduction of liver weight was common in both models, we focused on the liver phenotype. To assess the changes in gene expression programs modulated by estrogen deficiency and high-fat diets, and normalized by E2 and/or PaPE-1 supplementation, RNA was extracted from the mouse liver and RNA-seq was performed. 

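Liver RNA came from ovariectomized female C57BL/6 mice of 2 models of obesity. DIO mice were wild-type mice on a diet with 45% of calories from fat and 0.2% cholesterol, and ob/ob mice, which lack leptin, ate a normal diet. Vehicle, E2 at 5 µg per kg per day or PaPE-1 at 300 µg per kg per day was released from a minipump for 6 weeks. Each treatment of each model has 3 libraries, 18 in all, as the paper states, although the sample records say that 2 per group were sequenced. All 18 were used. The authors deposited raw read counts for 40840 genes, made by aligning the reads with STAR and counting them by strand with featureCounts on the RefSeq genes of GRCm39. Total counts lay between 16651616 and 21703791 per library in DIO mice and between 10470665 and 17021370 in ob/ob mice. From these counts, genes with few reads were removed with edgeR's filterByExpr, which kept 13884 genes in DIO liver and 13433 in ob/ob liver. Counts were scaled by TMM, and the 3 comparisons of each model were made with edgeR's quasi-likelihood test in a fit over its 9 libraries, with Benjamini-Hochberg adjusted p. Expression is given in CPM, counts scaled to the TMM-normalized library size, and changes as log2 fold changes with their standard errors (SE). An exact permutation test of 3 livers against 3 cannot give a p below 0.1, so the p-values come from models fitted across all genes. Gene lists fixed in advance were tested with camera, which asks whether a list moved more than the other genes, with a preset correlation between genes of 0.01 and again with a correlation estimated from the libraries.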

Regulated genes are considered to be those with expression fold change >2 at *p*-value < 0.05 (*n* = 3 biological replicates). Based on transcriptional profiling of these treatments, PaPE-1 up-regulates and down-regulates common as well as distinct groups of genes compared to those regulated by E2 (Figure 2A,B,D). 

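In DIO liver, Mogat1, an enzyme of triglyceride synthesis, had log2 fold changes against vehicle of -1.15 for PaPE-1 and -1.63 for E2. These lower values had unadjusted p of 0.0444 and 0.00928 in edgeR's quasi-likelihood test. The other genes shared in this direction included Gsta1, a glutathione transferase, and Col5a3, a chain of collagen V. The shared lower genes of ob/ob liver included the mitotic kinase Plk1, at -1.23 with PaPE-1 and -1.03 with E2, the mitotic motor Kif20a and the survivin gene Birc5. Cux2, a transcription factor of female liver, was above 0 in ob/ob liver with both ligands. It stood at 1.08 with PaPE-1 (unadjusted p = 0.0322 from edgeR) and 2.84 with E2 (unadjusted p = 4.27e-05). No gene passed an adjusted p under 0.05 in edgeR with PaPE-1 in either model or with E2 in DIO liver. At a fold change above 2 and an unadjusted p under 0.05 from edgeR's quasi-likelihood test, 79 genes were higher and 219 lower with PaPE-1 in DIO liver, and 77 were higher and 100 lower with E2. With 1 library left out, PaPE-1 counts ran from 67 to 137 higher and 209 to 345 lower, both highest without the PaPE-1 library WP12. The E2 counts ran from 45 to 146 higher and from 70 to 291 lower, both lowest without WE18 and highest without WE14. PaPE-1 in ob/ob liver gave 27 higher and 63 lower genes, and 475 were higher and 350 lower with E2. The ligands shared 10 higher and 21 lower genes in DIO liver and 12 higher and 33 lower genes in ob/ob liver, and none passed in opposite directions. Both comparisons use the same 3 vehicle libraries, and in 50 simulations without any effect they shared on average 9.14 higher and 4.98 lower genes in DIO liver, at most 14 and 12. The simulated averages for ob/ob liver were 7.64 and 2.82, at most 15 and 8. Independent lists of these sizes would share 0.438 and 1.58 genes in DIO liver and 0.955 and 1.64 in ob/ob liver. The 3 vehicle libraries cannot be divided between the ligands. The shared higher genes did not pass the simulated highest in either model, so the shared vehicle may account for all of their excess. The shared lower genes, 21 and 33, passed the simulated highest of 12 and 8. Those of ob/ob liver include many mitotic genes, which may move together in a single vehicle liver. On the cell cycle list the vehicle library L8 scored 0.45, against -0.13 for L3 and -0.32 for L13. The shared vehicle may thus account for part or more of the excess of lower genes, and its share was not settled. Across genes, which are not independent replicates, the fold changes of the ligands correlated at 0.383 in DIO liver, against 0.493 in the simulations, and at 0.395 in ob/ob liver, against 0.503. Their covariance was 0.0557 in DIO liver, against 0.0422 simulated, and 0.0638 in ob/ob liver, against 0.0346. At an adjusted p under 0.05, E2 raised 1318 genes and lowered 1654 in ob/ob liver, against 344 and 434 without the E2 library L12, 634 and 812 without L19, and 708 and 1017 without the vehicle library L13. In DIO liver E2 passed for 0 genes with edgeR and with limma voom and for 21 with DESeq2. At an unadjusted p under 0.05, 378 genes were higher and 347 lower there, against 694 in all that chance alone would give. Without the E2 library WE14, edgeR called 67 higher and 66 lower genes there. From profiles like these (Figure 2A,B,D), the paper concludes that PaPE-1 regulates some genes in common with E2 and others that are its own.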

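In ob/ob liver, E2 raised genes of neutrophil granules, with log2 fold changes against vehicle of 6.91 for Ngp, 6.85 for Camp, 6.21 for Mpo, 5.37 for Elane and 5.36 for Ltf, and of 5.02 and 4.71 for the calprotectin subunits S100a8 and S100a9. It also raised the female-biased cytochromes Cyp3a41a (6.12), Cyp2c69 (4.91) and Cyp3a16 (4.82), which have close paralogs that may share their reads. Of the genes that met the conditions given below, those that E2 lowered most were the male-biased cytochrome Cyp4a12a (-4.21), the membrane carrier Mfsd4a (-3.92), Insyn1 (-3.91), the tubulin Tubb2b (-3.86), the cornified envelope gene Sprr1a (-3.64) and the clock repressor Bhlhe41 (-3.34), followed by Gsta1 (-3.22), Prrg4 (-3.10), Rasl10b (-3.09) and Gpnmb (-2.99). These 20 genes had adjusted p from 0.000374 to 0.0354 in edgeR's quasi-likelihood test. They are the 10 largest differences in each direction among genes with an adjusted p under 0.05 and a mean of at least 1 CPM in a group. The genes also had to have every E2 library beyond every vehicle library and a symbol that is not a bare identifier. The blood cell markers, a list that holds Ngp, S100a8 and S100a9, had a mean of 2.25 and a median of 0.87 over 11 genes (camera p = 0.00548, p = 0.381 with an estimated correlation), with the globin genes Hba-a1 at 0.87 (SE 0.63) and Hbb-bs at 0.62 (SE 0.72). Of 20 markers of liver endothelial cells, 17 were higher and none lower with E2 in ob/ob liver, led by the lectin Clec4g (1.34, SE 0.13) and Egfl7 (1.34, SE 0.17). Their mean log2 fold change was 0.74 (camera p = 3.46e-11, p = 0.0447 with an estimated correlation). Of 30 female-biased liver genes, 13 were higher and 1 lower, with A1bg at 4.25 (SE 0.41) and a mean of 1.5 (camera p = 7.61e-07, p = 0.0664 with an estimated correlation). In DIO liver E2 moved this list by a mean of 1.02 (camera p = 1.03e-09, p = 0.00796 with an estimated correlation), with 13 higher and 1 lower adjusted over the list alone and 0 over all genes. PaPE-1 moved it by 0.13 in DIO liver (camera p = 0.0698) and by 0.23 in ob/ob liver (camera p = 0.00521, p = 0.253 with an estimated correlation). Set directly against E2, PaPE-1 gave 1343 higher and 1001 lower genes in ob/ob liver at an adjusted p under 0.05, with 292 and 199 without the E2 library L12, 632 and 445 without L19, and 569 and 348 or 919 and 627 without the PaPE-1 library L16 or L5. Gsta1 was higher with PaPE-1 than with E2 by 2.25 (95% interval 1.60 to 2.90), whereas Mpo differed by -6.47 (-9.10 to -3.84) and the estrogen receptor gene Esr1 by -0.68 (-1.15 to -0.22). In DIO liver 5 genes differed, all chosen for naming after their values were seen, with 0 in edgeR without WE3, WE18, WP11 or WP24, 1 without WP12 and 361 higher and 435 lower without WE14. The sulfotransferase gene Sult2a7 (1.76, SE 0.21), Cyp2c50 (0.96, SE 0.14) and the noncoding RNA gene Prox1os (1.09, SE 0.16) were higher with PaPE-1. The melanin enzyme Dct (-1.92, SE 0.26) and the proliferation marker Mki67 (-1.53, SE 0.22) were lower. The doses differ, 300 µg of PaPE-1 against 5 µg of E2 per kg per day, so these are differences between treatments as given.

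**Figure D1:**
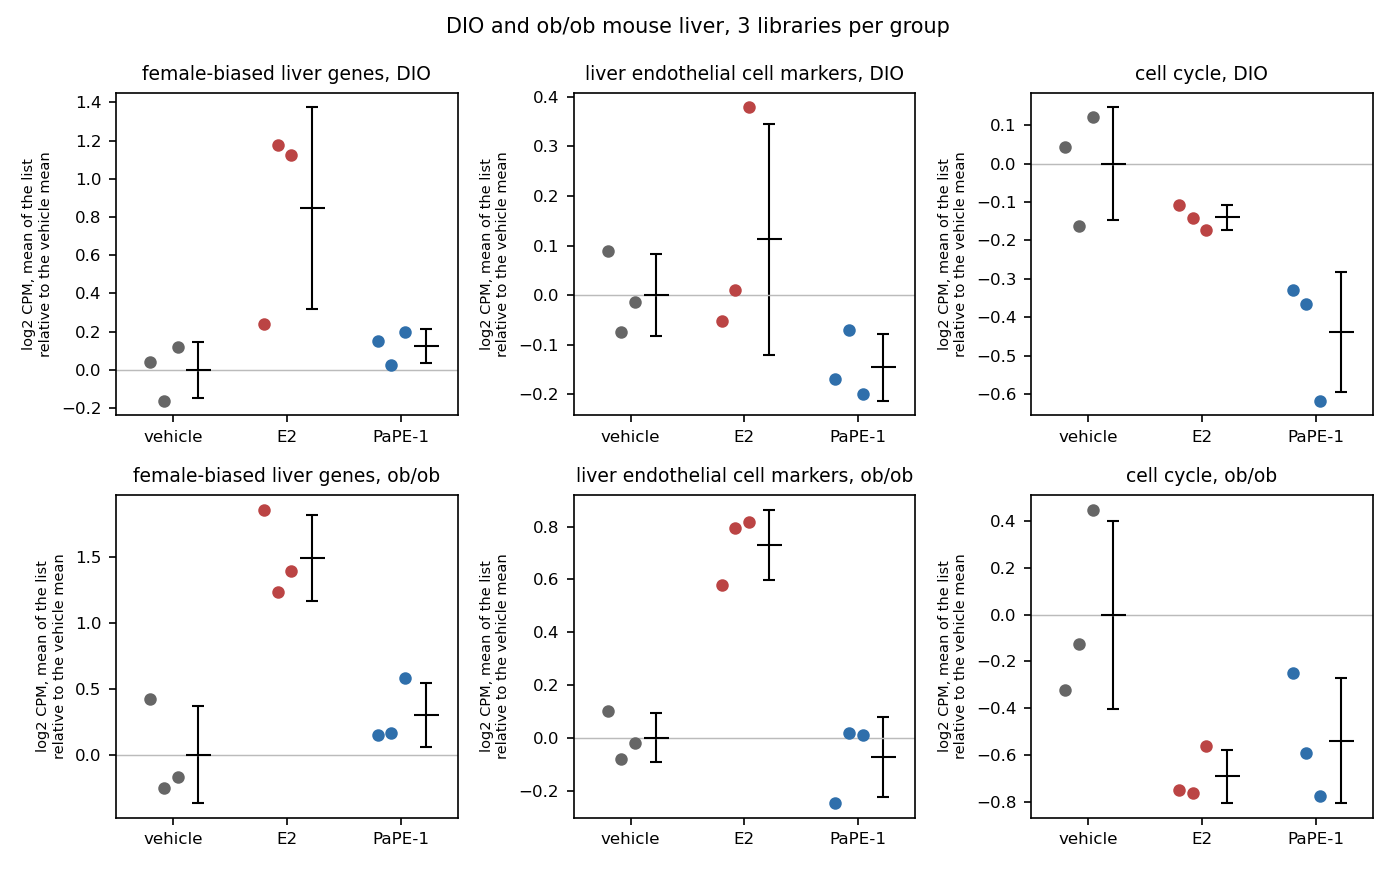
Mean log2 CPM of the genes of a list in each library, relative to the mean of the vehicle libraries of its model, for vehicle, E2 and PaPE-1 (points, 3 libraries per group, with mean ± SD beside them). In ob/ob liver the E2 libraries sit between 0.58 and 0.82 for endothelial markers, above the vehicle libraries at -0.08 to 0.10, and in DIO liver 1 E2 library lies at 0.24 for female-biased genes while the others lie at 1.13 and 1.18.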

Volcano plots of gene expression data show several genes that were significantly affected by PaPE-1 treatment differently than from E2 treatment. Significantly downregulated genes are highlighted in green and upregulated genes are highlighted in red (Figure 2C). Statistical significance was determined at α = 0.05. Each row was analyzed individually, without assuming a consistent standard deviation. Highly significant regulated genes were considered to be those having a statistical significance of *p* < 0.05 and a greater than 2-fold change compared to vehicles. Several genes considered highly significant were downregulated and upregulated by PaPE-1 treatment. These genes were used for subsequent integrated analyses (Supplemental data S1).

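In DIO liver with PaPE-1, some genes of secreted hepatocyte proteins were above 0, such as the protease inhibitor Serpina1a (log2 fold change 0.94, SE 0.18) and the apolipoprotein Apoa1 (0.75, SE 0.17). Genes of ribosomal proteins were above 0 too, such as Rps27 (1.09, SE 0.19) and Rpl28 (0.82, SE 0.15). None of these genes passed an adjusted p under 0.05 over all genes. Genes of cell division were below 0, among them Mki67 (-1.30, SE 0.22), topoisomerase Top2a (-1.36, SE 0.32) and the replication helicase subunit Mcm2 (-1.25, SE 0.31), whereas thymidine kinase Tk1 was at 0.96 (SE 0.22). Their adjusted p lay between 0.0707 and 0.078 in edgeR's quasi-likelihood test, and 0.0707 was the smallest of all genes in DIO liver. At an adjusted p under 0.05, edgeR in the fit over 9 libraries and limma voom thus called 0 genes for PaPE-1 in DIO liver. DESeq2 called 530 higher and 222 lower, and the authors' own DESeq2 results hold 537 higher and 220 lower. Fitted to the PaPE-1 and vehicle libraries alone, edgeR called 773 genes, 467 of them higher, so its count depends on whether the E2 libraries are in the fit. Without the PaPE-1 library WP12, edgeR called 129 higher and 24 lower. At an unadjusted p under 0.05, 1585 genes were higher and 1344 lower, against 694 that chance alone would give. Every PaPE-1 library lay beyond every vehicle library for 32.2% of the genes, where chance gives 10%. For PaPE-1 in ob/ob liver, edgeR, DESeq2 and limma voom called 0 genes. There 134 genes were higher and 222 lower at an unadjusted p under 0.05, against 672 by chance, and the groups lay apart for 5.78% of the genes. All 79 tested genes of cytosolic ribosomal proteins were higher in DIO liver adjusted over the list alone and 0 over all genes, with a mean of 0.79 (camera p = 5.93e-45, p = 0.0572 with an estimated correlation). These transcripts are short, and with the trend of expression on gene length removed the mean was 0.39. Of 20 hepatocyte secretory genes, 8 were higher adjusted over the list alone, with a mean of 0.33 (camera p = 5.51e-06, p = 0.00845 with an estimated correlation), which was 0.20 with the length trend removed (camera p = 0.000347, p = 0.0458 with an estimated correlation). Of 47 cell cycle genes, 2 were higher and 5 lower adjusted over the list alone, with a mean of -0.47 (camera p = 1.26e-05, p = 0.0665 with an estimated correlation). The ribosomal mean for PaPE-1 in ob/ob liver was 0.01.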

### 3.2. PaPE-1 Alleviated Hepatic Steatosis in Obese Mice and Decreased Lipid Accumulation in Hepg2-ERα Cells

To determine if the liver weight difference was due to lipid, histology analysis was performed. PaPE-1 and E2-treated animals had a significant reduction in hepatic steatosis compared to vehicle-treated animals (Figure 3A). The decreased steatosis visualized by Oil Red O staining correlated with the decreased liver weights in these animals, suggesting that the decreased liver weights were due to decreased steatosis and lipid deposition (Figure 3B). Quantification of lipid droplet size based on Oil Red O staining and comparing liver triglyceride levels in mice from different treatment groups confirmed a significant decrease in lipid deposition in both estrogenic treatments (Figure 3C,D). We verified the effects of PaPE-1 and E2 in human hepatocarcinoma HepG2-ERα cells by treating with the vehicle, E2, and PaPE-1, with and without the addition of lipids (Lipid Mix, LM) to the media to mimic blood composition in obese individuals. Then, we visualized the lipid accumulation using fluorescent LipidTox Neutral Green Lipid Stain (Figure 3E). Quantification was done using Fiji software. E2 and PaPE-1 were both effective in reducing lipid accumulation in HepG2-ERα cells in the presence of LM, which provided a quantitative assay to monitor estrogen regulation of lipid accumulation in liver cells. 

qPCR validation of selected genes FASN and SREBP-1c showed correlation with RNA-seq data (Figure 3F). 

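Fasn, which encodes fatty acid synthase, lies on chromosome 11 of GRCm39 from 120696784 to 120715992. In DIO liver it stood at 845 ± 504 CPM (SD, n = 3) with PaPE-1, 1980 ± 1105 with E2 and 1702 ± 1873 with vehicle. The vehicle libraries ranged from 375 to 3845 CPM, and the log2 fold change for PaPE-1 was -1.01 (SE 0.99, adjusted p = 0.598 from edgeR's quasi-likelihood test). Without the vehicle library WV7, which was the highest, it was 0.42. Against E2, PaPE-1 differed by -1.23 for Fasn (95% interval -3.58 to 1.13) at its own dose. Srebf1, on the same chromosome from 60089910 to 60113407, encodes the transcription factor SREBP1, and counts per gene do not separate its forms SREBP-1a and SREBP-1c. It stood at 734 ± 171 CPM (SD, n = 3) with PaPE-1 and 627 ± 192 with vehicle in DIO liver, a log2 fold change of 0.23 (SE 0.26, adjusted p = 0.653 from edgeR). With E2 in DIO liver, Srebf1 had a log2 fold change of 0.54 (adjusted p = 0.998 from edgeR). Fasn in ob/ob liver stood at 2122 ± 507 CPM (SD, n = 3) with PaPE-1, 2889 ± 240 with E2 and 1811 ± 731 with vehicle. Its log2 fold changes were 0.23 (SE 0.25) for PaPE-1 and 0.67 (SE 0.25, adjusted p = 0.0786 from edgeR) for E2. Srebf1 in ob/ob liver stood at 381 ± 85.8 CPM (SD, n = 3) with PaPE-1 and 329 ± 50.0 with vehicle, a log2 fold change of 0.21 (SE 0.17). Neither gene passed an adjusted p under 0.05 with either ligand in either model.

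**Figure D2:**
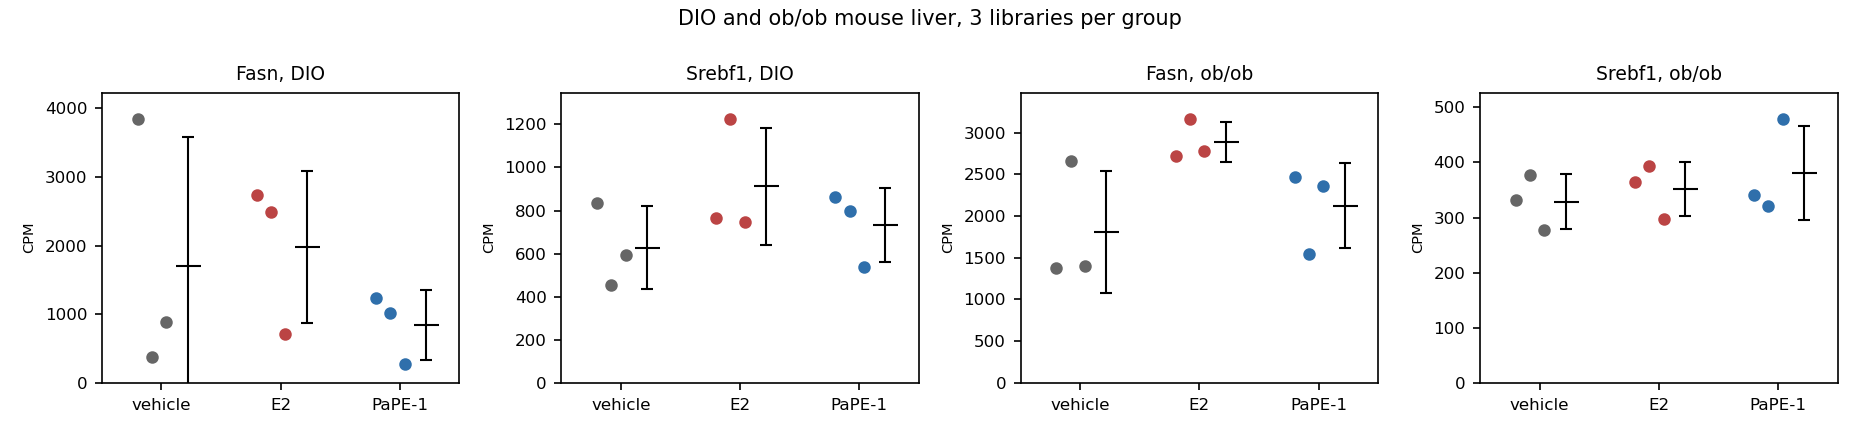
Expression of Fasn and Srebf1 in CPM in each library of DIO and ob/ob liver, for vehicle, E2 and PaPE-1 (points, 3 libraries per group, with mean ± SD beside them; the SD bar of Fasn in DIO vehicle liver would pass below 0 and ends at the axis). Fasn spans 375 to 3845 CPM among the DIO vehicle libraries.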

PaPE-1 significantly decreased FASN and SREBP-1c gene expression in ovariectomized mice fed a high-fat diet. In ob/ob mice, suppression of FASN and SREBP-1c expression level was not statistically significant, but the trend was still present. To confirm this in hepatocyte cells, HepG2-ERα cells were treated with vehicle, E2, and PaPE-1 in the presence of LM and qPCR was performed (Figure 3F). Consistent with a decrease in SREBP1 level, PaPE-1 reduced the expression of SREBP1 targets (Figure 3G). 

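The SREBP1 targets printed in Figure 3G include Crlf3, a cytokine receptor-like factor, Otud7b, a deubiquitinase, and Rad50, a DNA repair gene. Crlf3 had the lowest log2 fold change for PaPE-1 in DIO liver, -0.46 (SE 0.15, adjusted p = 0.127 from edgeR's quasi-likelihood test), followed by Otud7b with -0.38 (SE 0.13, adjusted p = 0.140) and Rad50 with -0.33 (adjusted p = 0.269). Eif4ebp2 (-0.29), Mtmr9 (-0.28), Slc25a36 (-0.24), Clcn7 (-0.18), Irak4 (-0.17) and Dctn4 (-0.14) were also below 0. The lysosomal protease gene Ctsc (-0.18) and the receptor gene Igf2r (-0.20) complete these 11 genes, and with the trend of expression on gene length removed they stood at 0.07 and 0.04. None passed an adjusted p under 0.05. Their log2 fold changes for PaPE-1 in ob/ob liver had both signs. E2 lowered Igf2r (-0.93, adjusted p = 0.00265 from edgeR), Otud7b (-0.70) and Mtmr9 (-0.57) there. Of 36 genes of fatty acid and triglyceride synthesis fixed in advance, 27 were below 0 with PaPE-1 in DIO liver, with a mean of -0.45 (camera p = 0.102, p = 0.683 with an estimated correlation). The desaturase Scd2 (-1.25, SE 0.58) and the elongase Elovl5 (-1.04, SE 0.48) were among the lowest, and the triglyceride enzyme Dgat2 was at 0.46 (SE 0.15). Without the vehicle library WV7 the mean was 0.02, and without WV8 it was -0.67.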

With hormone treatment, FASN and SREBP-1c gene expression were both significantly decreased in HepG2-ERα cells as they were in the two mouse models. Fasn protein expression was also downregulated in livers from animals that received E2 or PaPE-1 treatments (Figure 3H). 

### 3.3. PaPE-1 Increases Overall Mitochondrial Protein Expression and Activity in Liver

Gene expression analysis pointed out a potential change in metabolic pathways in high-fat-fed mouse liver upon PaPE-1 exposure. 

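In DIO liver, nuclear genes for the subunits of the respiratory chain were mostly higher with PaPE-1 than with vehicle. Of 37 genes of complex I, 36 had a positive log2 fold change, with a mean of 0.45 (SD 0.16 over genes), and Ndufb10 reached 0.59 (SE 0.16). All 13 genes of cytochrome c oxidase were positive, with a mean of 0.45 and Cox6c at 0.61 (SE 0.19). The mean was 0.42 over 17 genes of ATP synthase, 0.36 over 14 genes of complexes II and III and cytochrome c, and 0.41 over 78 mitochondrial ribosomal proteins, where Mrpl14 reached 0.64 (SE 0.14). No gene of these lists passed an adjusted p under 0.05 over all genes in edgeR. Adjusted over the list alone, 26 genes of complex I, 9 of cytochrome c oxidase, 8 of ATP synthase and 49 mitochondrial ribosomal genes were higher. The camera test gave p = 1.67e-13 for complex I, p = 0.176 with an estimated correlation, and p = 2.72e-06 for cytochrome c oxidase, p = 0.173 with an estimated correlation. It gave p = 1.34e-07 for ATP synthase, p = 5.4e-05 for complexes II and III and p = 6.66e-21 for the mitochondrial ribosome, against 0.144, 0.237 and 0.11 with an estimated correlation. Most of these transcripts are short. Gene length and each gene's deviation from its mean over the 9 DIO libraries had a Spearman correlation of 0.20 to 0.38 with vehicle. It was -0.43 to -0.28 in the PaPE-1 libraries, and these signs are relative to that mean. The livers thus differed in the trend of relative expression on gene length. With that trend removed, the mean was 0.08 for complex I (camera p = 0.021, p = 0.554 with an estimated correlation), 0.0013 for cytochrome c oxidase (camera p = 0.82), 0.082 for ATP synthase (camera p = 0.153), 0.050 for complexes II and III (camera p = 0.331) and 0.19 for the mitochondrial ribosome (camera p = 7.27e-08, p = 0.123 with an estimated correlation). Fdx1, an electron carrier for mitochondrial cytochromes P450, stood at 122 ± 8.80 CPM with PaPE-1 and 76.4 ± 2.33 with vehicle (SD, n = 3), a log2 fold change of 0.68 (SE 0.17). Etfb, which passes electrons from fatty acid oxidation to the chain, stood at 429 ± 59.2 CPM against 264 ± 18.7, a log2 fold change of 0.70 (SE 0.16). The complex I genes Ndufb4 and Ndufa2 had log2 fold changes of 0.69 (SE 0.21) and 0.72 (SE 0.19). Their adjusted p were 0.0821 for Fdx1, 0.0714 for Etfb, 0.107 for Ndufb4 and 0.0906 for Ndufa2 in edgeR, and DESeq2 placed all 4 under 0.05. With the length trend removed, they stood at 0.69 for Fdx1, 0.30 for Etfb, 0.14 for Ndufb4 and 0.22 for Ndufa2. With PaPE-1 at 300 µg and E2 at 5 µg per kg per day, PaPE-1 was above E2 by 0.62 for Fdx1 (95% interval 0.24 to 1.00), 0.54 for Etfb (0.20 to 0.89), 0.56 for Ndufb4 (0.11 to 1.01) and 0.66 for Ndufa2 (0.24 to 1.08), each at an adjusted p above 0.18. E2 itself moved complex I by a mean of 0.05 against vehicle in DIO liver (-0.043 with the length trend removed) and by 0.23 in ob/ob liver (camera p = 3.52e-05, p = 0.347 with an estimated correlation), which was -0.016 with the length trend removed. PaPE-1 in ob/ob liver was below E2 by -0.55 for Ndufb4 (95% interval -0.85 to -0.24, adjusted p = 0.021 from edgeR), and Etfb differed by -0.30 (-0.60 to -0.014), Ndufa2 by -0.22 and Fdx1 by -0.0012, each at an adjusted p above 0.13. Over complex I that difference had a mean of -0.23 (camera p = 9.82e-06, p = 0.317 with an estimated correlation), which was -0.0094 with the length trend removed (camera p = 0.772). PaPE-1 in ob/ob liver moved complex I by -0.0019 (camera p = 0.768, p = 0.944 with an estimated correlation).

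**Figure D3:**
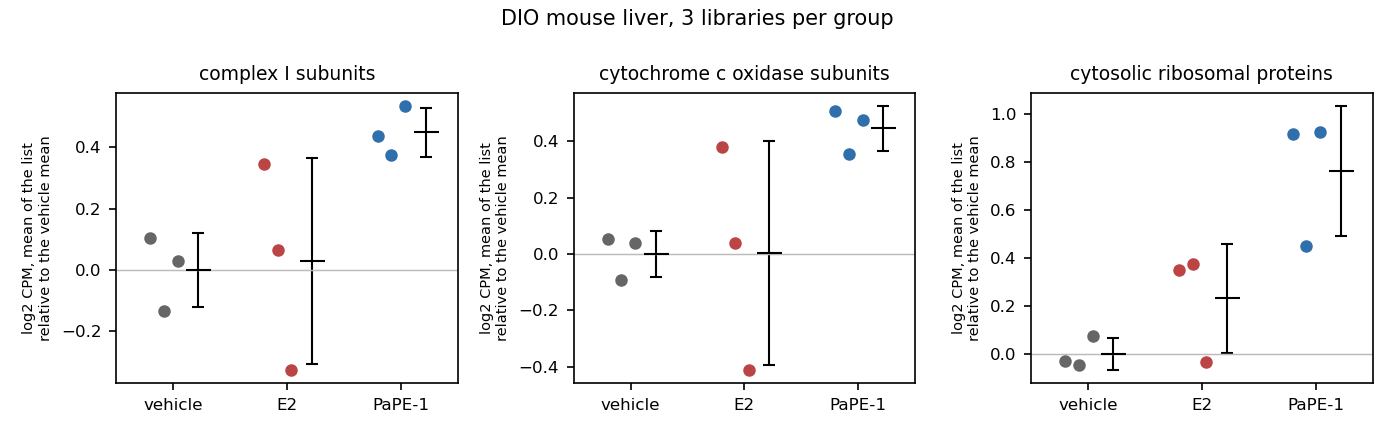
Mean log2 CPM of the genes of a list in each library, relative to the mean of the vehicle libraries of its model, for vehicle, E2 and PaPE-1 (points, 3 libraries per group, with mean ± SD beside them). For complex I the DIO PaPE-1 libraries lie between 0.37 and 0.53 and the DIO E2 libraries between -0.32 and 0.35.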

GSEA analysis of liver samples showed that after PaPE-1 treatment, metabolic pathways involving electron transport chain, mitochondrial respiratory chain, and cytochrome oxidase activity were overall increased (Figure 4A). qPCR assays were performed with the RNA extracted from the liver samples from animals treated with Veh, E2, or PaPE-1, and general mitochondrial metabolism was increased, as reflected by upregulated FDX1 (Adrenal ferredoxin), ETFB (Electron Transfer Flavoprotein Subunit Beta), NDUFB4 (NADH: Ubiquinone Oxidoreductase Subunit B4) and NDUFA2 (NADH: Ubiquinone Oxidoreductase Subunit A2) (Figure 4B). Corresponding with gene expression, PaPE-1 treatment increased mitochondrial activity-related transporters and enzymes. VDAC1 (Voltage-dependent anion-selective channel 1), located in the outer mitochondrial membrane, allows ATP to diffuse out of the mitochondria into the cytoplasm. Cyt C (cytochrome complex), having an essential role in the electron transport chain, carries electrons from the bc1 complex to the complex IV. COX4 (cytochrome c oxidase subunit IV) is the last enzyme in the electron transport chain which drives oxidative phosphorylation. HSP60 (Heat shock protein) is a mitochondrial chaperonin that assists in the transport and proper refolding of certain proteins from the cytoplasm into the mitochondrial matrix. PHB (Prohibitin) in the inner membrane of mitochondria is essential for cell proliferation (Figure 4C) [18]. To understand mitochondrial metabolism pathways in the diet-induced obesity model, HepG2-ERα cells were treated with oleic acid (OA), PaPE-1, and OA + PaPE-1. Mitochondrial respiration parameters were measured using the Seahorse Mitostress kit. PaPE-1 treatment resulted in decreased proton leakage and increased coupling efficiency. 

### 3.4. PaPE-1 Decreased Collagen Deposition in Liver

Liver fibrosis, which is characterized by collagen deposition, is a common feature of chronic liver diseases, including NAFLD, and precedes liver cirrhosis. Staging fibrosis is essential in all patients with NAFLD to identify individuals with advanced fibrosis who are at risk of liver-related complications or Nonalcoholic steatohepatitis (NASH). In our DIO model, six weeks of feeding a high-fat diet led to detectable collagen deposition, and both E2 and PaPE-1 administration reduced hepatic collagen deposition significantly in both DIO mice. Gene expression analysis showed that PaPE-1 specifically downregulated highly enriched collagen target genes, which are essential biomarkers of fibrosis (Figure 5A). 

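Of 25 collagen genes expressed in DIO liver, 19 were below 0 with PaPE-1 against vehicle. The mean log2 fold change was -0.54 (SD 0.58 over genes; camera p = 8.38e-07, p = 0.0617 with an estimated correlation). Adjusted over the list alone 16 were lower and none higher, and over all genes 0 passed in edgeR. With the trend of expression on gene length removed, the mean was -0.35 (camera p = 0.000107, p = 0.117 with an estimated correlation). Col4a1, a chain of basement membrane collagen IV on chromosome 8 from 11248423 to 11362889, stood at 23.1 ± 4.53 CPM with PaPE-1 and 43.8 ± 2.66 with vehicle (SD, n = 3). Its log2 fold change was -0.92 (SE 0.17, adjusted p = 0.0707 from edgeR's quasi-likelihood test). Col5a3 encodes a chain of fibrillar collagen V on chromosome 9 and stood at 8.39 ± 3.47 CPM against 21.3 ± 0.759 (SD, n = 3), a log2 fold change of -1.33 (SE 0.32). Col15a1, a collagen of the zone under basement membranes, stood at 10.4 ± 1.03 CPM against 19.0 ± 4.50 (SD, n = 3), a log2 fold change of -0.87 (SE 0.18). DESeq2 placed all 3 genes under an adjusted p of 0.05, as did edgeR fitted to the compared groups alone. Other matrix genes were below 0 too, among them the proteoglycan Lum (-0.96, SE 0.22), the microfibril protein Fbn1 (-0.75, SE 0.19) and smooth muscle actin Acta2 (-1.62, SE 0.42). Over 53 such genes the mean was -0.46 (camera p = 9.01e-07, p = 0.0992 with an estimated correlation). E2 moved the collagens by a mean of -0.22 in DIO liver (camera p = 0.000502, p = 0.157 with an estimated correlation). On this list the E2 libraries WE3, WE14 and WE18 scored -0.13, -0.40 and -0.21, and without WE14 the list no longer passed camera. With PaPE-1 at the higher dose, the difference from E2 was -0.63 for Col4a1 (95% interval -0.99 to -0.27), -0.61 for Col15a1 (-0.99 to -0.22) and -0.10 for Col5a3 (-0.82 to 0.62). None of these differences passed an adjusted p under 0.05. PaPE-1 moved the collagens of ob/ob liver by -0.23 (camera p = 0.0118, p = 0.257 with an estimated correlation), while Col5a3 was at 0.47 (SE 0.17). Without the vehicle library L8 the mean was -0.0055 and without the PaPE-1 library L5 it was -0.15, and neither passed camera. Cholangiocyte markers were at -0.62 there, with PaPE-1 libraries from -0.56 to -0.39 and the vehicle libraries L3, L8 and L13 at -0.13, 0.56 and -0.42 (camera p = 0.000107, p = 0.0722 with an estimated correlation).

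**Figure D4:**
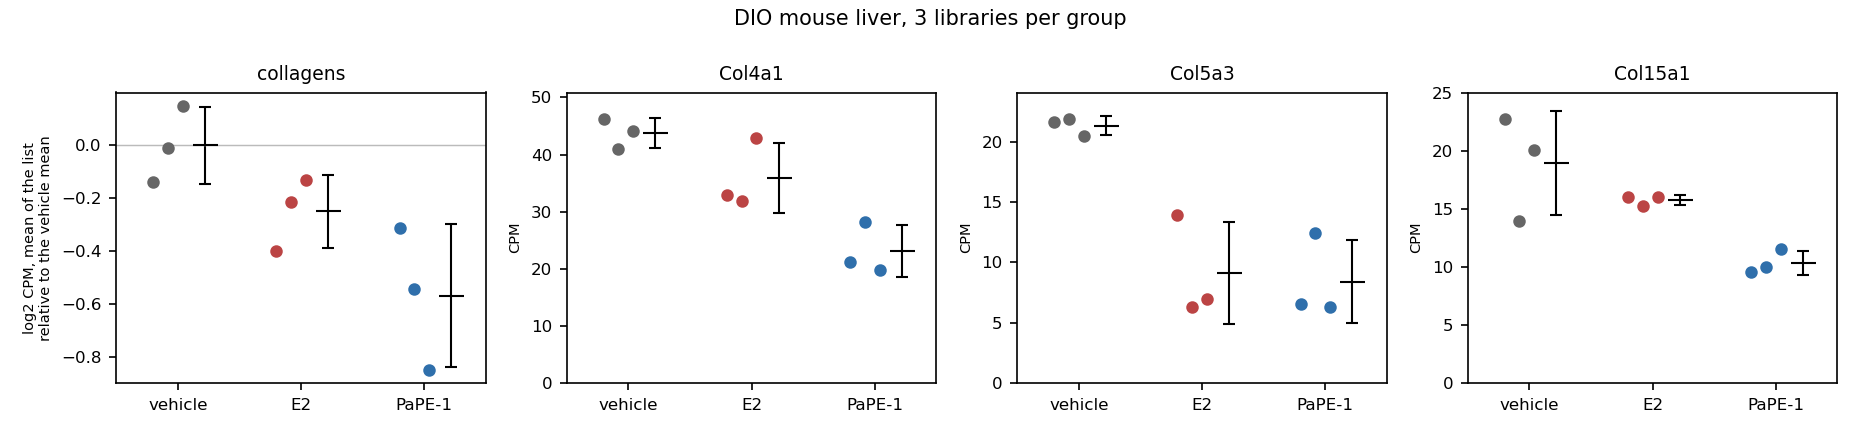
Expression of collagen genes and of the whole collagen list in each library, for vehicle, E2 and PaPE-1 (points, 3 libraries per group, with mean ± SD beside them), in CPM for single genes and in log2 CPM relative to the vehicle mean for the list. In DIO liver the list lies between -0.85 and -0.31 in the PaPE-1 libraries and between -0.14 and 0.15 in the vehicle libraries.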

To validate these results in vivo, changes in the expression of representative collagen genes including COL4A1, COL5A3, and COL15A were assayed in liver samples from animals treated with Veh, E2, or PaPE-1 for six weeks. PaPE-1 more effectively modulated hepatic collagen genes compared with E2 (Figure 5B). Histological analysis of Trichrome and Sirius red staining provided evidence that PaPE-1 markedly ameliorated mouse hepatic collagen deposition (Figure 5C).

### 3.5. Metabolomics and Integrated Pathway Analysis Show Pape-1 Reduces Inflammation in the Liver

To understand changes in the composition of blood metabolites induced by various estrogens, we obtained plasma from animals at the time of harvest and performed a global metabolomics analysis. Blood plasma metabolites in DIO and ob/ob mice after estradiol or PaPE-1 treatment were identified using GC-MS analysis (Figure 6A). Based on this analysis, several metabolites were regulated similarly by PaPE-1 and E2, although many metabolites were differentially regulated (Figure 6B,C). Integrated pathway analysis was conducted using gene expression and metabolite composition data in Metaboanalyst 3.0 (Figure 6D). Several genes and metabolites correlated with the glutathione metabolism pathway in DIO and ob/ob mouse models, including Gsta1, which is significantly regulated in both DIO and ob/ob mouse models (Figure 6E). 

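Gsta1 encodes a glutathione transferase, which joins glutathione to reactive compounds, and lies on chromosome 9 of GRCm39 from 78137951 to 78149965. Its close paralog Gsta2 may share reads with it. In DIO liver Gsta1 stood at 0.345 ± 0.309 CPM with PaPE-1, 0.380 ± 0.263 with E2 and 1.89 ± 0.720 with vehicle (SD, n = 3), and 1 PaPE-1 library held no read. The log2 fold change for PaPE-1 was -2.37 (SE 0.64, adjusted p = 0.0922 from edgeR's quasi-likelihood test), and that for E2 was -2.28 (SE 0.62, adjusted p = 0.791). In ob/ob liver Gsta1 stood at 8.80 ± 2.01 CPM with PaPE-1, 1.85 ± 0.578 with E2 and 17.3 ± 5.13 with vehicle (SD, n = 3). There the log2 fold change for PaPE-1 was -0.97 (SE 0.25, adjusted p = 1 from edgeR), at an unadjusted p of 0.00201. Gclc, the catalytic subunit of the first step of glutathione synthesis, was at -0.63 with PaPE-1 in DIO liver (SE 0.14, adjusted p = 0.0707 from edgeR), at 186 ± 22.6 CPM against 288 ± 21.5 (SD, n = 3). Spermidine synthase Srm was at 0.90 (SE 0.24, adjusted p = 0.0895), the peroxidase gene Gpx1 at 0.48 (SE 0.19), glutathione reductase Gsr at -0.23, the ribonucleotide reductase subunit Rrm1 at -0.20 and the NADPH source Pgd at -0.86 (SE 0.48). These 6 genes in ob/ob liver were at -0.10 for Gclc, -0.10 for Srm, -0.01 for Gpx1, -0.12 for Gsr, -0.25 for Rrm1 and 0.03 for Pgd with PaPE-1. E2 lowered Gclc (-0.51, adjusted p = 0.0292 from edgeR) and Gsr (-0.68, adjusted p = 0.00465) there. G6pd2 and Ggt1, which Figure 6E also prints, had too few counts to be tested in either model.

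**Figure D5:**
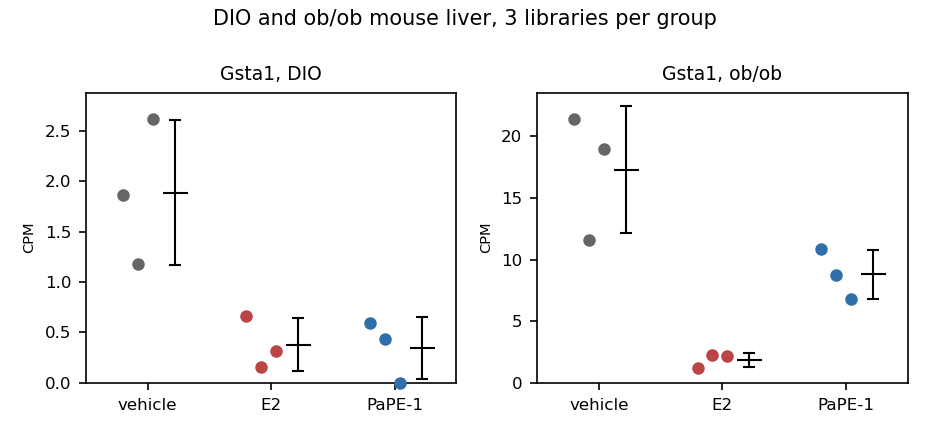
Expression of Gsta1 in CPM in each library of DIO and ob/ob liver, for vehicle, E2 and PaPE-1 (points, 3 libraries per group, with mean ± SD beside them). The PaPE-1 means are 0.345 CPM in DIO liver and 8.80 CPM in ob/ob liver, against 1.89 and 17.3 with vehicle.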

Integrated GO term analysis was performed using genes and metabolites significantly affected by PaPE-1 treatment. GO terms decreased by PaPE-1 treatment are highlighted in blue whereas increased GO terms are highlighted in red. In the DIO model, terms including cellular response to oxidative stress and cholesterol biosynthetic process were found to be decreased by PaPE-1 treatment. 

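Aldehyde oxidase Aox1, a target of the oxidative stress factor NRF2, had a log2 fold change of -0.64 with PaPE-1 in DIO liver (SE 0.15). The peroxiredoxin Prdx4 (0.69, SE 0.17) and superoxide dismutase Sod1 (0.64, SE 0.17) were above 0. Their adjusted p were 0.0714, 0.0757 and 0.0821 in edgeR's quasi-likelihood test. Of 31 genes of the oxidative stress response and NRF2 targets, 4 were higher and 3 lower adjusted over the list alone and 0 over all genes. The list had a mean of 0.04 (camera p = 0.27, p = 0.591 with an estimated correlation), which became -0.10 with the trend of expression on gene length removed. Fry's mixed test, which asks whether the genes changed in either direction, gave a p of 5.65e-05. Of 26 genes of cholesterol synthesis and SREBP2 targets, 22 were below 0 with PaPE-1 and none passed, with a mean of -0.46 (camera p = 0.0701, p = 0.673 with an estimated correlation). The isomerase Idi1 was at -1.51 (SE 0.48, adjusted p = 0.132 from edgeR), the synthase Hmgcs1 at -1.20 (SE 0.37, adjusted p = 0.131) and Hsd17b7 at -0.99. The same list had a camera p of 0.00905 from DESeq2's values and 0.0433 from limma voom's. Without the vehicle library WV7 its mean was 0.014, and without WV8 -0.71.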

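In ob/ob liver with PaPE-1, genes of mitosis were below 0, among them the survivin gene Birc5 (log2 fold change -1.31, SE 0.28), the motor Kif20a (-1.38, SE 0.34) and Top2a (-0.93, SE 0.24). Of 53 cell cycle genes, 47 were below 0, with a mean of -0.57 (camera p = 2.24e-20, p = 0.0445 with an estimated correlation). Adjusted over the list alone 11 were lower and none higher, and over all genes 0 passed in edgeR. The vehicle libraries L3, L8 and L13 themselves lay at -0.13, 0.45 and -0.32 on this list, and without L8 the mean for PaPE-1 was -0.32. The sulfiredoxin gene Srxn1, an NRF2 target, was at -0.26 (SE 0.12), and 32 genes of the oxidative stress response and NRF2 targets had a mean of -0.06 (camera p = 0.381, p = 0.458 with an estimated correlation), with 19 below 0. E2 lowered Srxn1 (-1.08, SE 0.12) and the carbonyl reductase Cbr3 (-2.21, SE 0.19) in ob/ob liver, at adjusted p of 0.000857 and 0.000206 in edgeR's quasi-likelihood test. Of the blood cell markers with PaPE-1, the globin genes Hbb-bs and Hba-a1 were at 2.24 (SE 0.74) and 1.87 (SE 0.64) and the neutrophil genes Ngp, S100a8 and S100a9 at 3.13 (SE 1.92), 2.11 (SE 1.23) and 1.97 (SE 1.20), each with an adjusted p of 1 from edgeR, and the list scored 3.18, 1.62 and -0.38 in the libraries L5, L6 and L16 (camera p = 3.74e-10, p = 0.077 with an estimated correlation).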

In the ob/ob model, terms including cell cycle regulation were decreased whereas cellular oxidant detoxification was increased (Figure 6F). Therefore, PaPE-1 targets certain inflammation and lipid metabolic pathways in DIO and ob/ob mouse models (Figure 6G). 

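For PaPE-1 in ob/ob liver the chemokine genes Ccl9, Cxcl1 and Cxcl10 had log2 fold changes of -0.47 (SE 0.12), -0.78 (SE 0.22) and -0.83 (SE 0.29), each with an adjusted p of 1 from edgeR's quasi-likelihood test. Of 36 inflammatory mediators and NF-kB genes tested there, 24 were below 0, with a mean of -0.19 (camera p = 0.000469, p = 0.183 with an estimated correlation). Without the PaPE-1 library L16 the mean was -0.11, at a camera p of 0.161. In DIO liver Nfkb2, a subunit of NF-kB, was at -0.49 (SE 0.21, adjusted p = 0.213), and the list had a mean of -0.05 (camera p = 0.87, p = 0.945 with an estimated correlation). The difference between the models, tested as an interaction, was 0.14 (camera p = 0.136, p = 0.512 with an estimated correlation), and 0.062 with the trend of expression on gene length removed. Of the lipid genes in ob/ob liver, the desaturase Fads2 was at 0.34 (SE 0.21), and the list of fatty acid and triglyceride synthesis had a mean of 0.11 (camera p = 0.0137, p = 0.416 with an estimated correlation). Without L16 this mean was 0.0020, at a camera p of 0.878. From the enriched terms of both models, the paper concludes that PaPE-1 acts on inflammation and lipid metabolism.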

## 4. Discussion

Using transcriptomics, metabolomics, and liver histology analyses, we have characterized and compared the biological effects of a novel synthetic estrogen, PaPE-1, vs. estradiol on liver lipids, fibrosis, and inflammation in two mouse models of HFD-induced hepatosteatosis in ovariectomized female mice with low endogenous estrogens to mimic the postmenopausal condition. Replacement with these agents overall reduced weight gain and body fat and altered plasma metabolite composition and liver gene expression associated with lipid metabolism, mitochondrial activities, and collagen deposition. 

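Of 54 genes of glutathione metabolism tested in DIO liver, 37 were above and 17 below 0 with PaPE-1 against vehicle, and the transferase gene Gstm4 was at -0.62 (SE 0.18, adjusted p = 0.105 from edgeR's quasi-likelihood test). The list had a mean log2 fold change of 0.08 and a median of 0.20 (camera p = 0.0448, 0.0831 adjusted over the lists, and p = 0.459 with an estimated correlation), and with the trend of expression on gene length removed its mean was -0.11 (camera p = 0.214). Adjusted over the list alone 1 gene was lower and none higher, and 0 passed over all genes in edgeR. Of the same list in ob/ob liver, 34 of 54 genes were below 0 with PaPE-1, with a mean of -0.08 (camera p = 0.135, p = 0.115 with an estimated correlation), and the transferase gene Gsta4 was at -0.38 (SE 0.12) while the prostaglandin synthase Hpgds was at 0.51 (SE 0.23). E2 raised 9 genes of the list and lowered 10 in ob/ob liver, among them the transferase gene Gstp3 (0.85, SE 0.12, adjusted p = 0.00203 from edgeR) and glutathione synthetase Gss (-0.75, SE 0.11, adjusted p = 0.00243).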

Genes regulating glutathione metabolism were also upregulated, while metabolites associated with this pathway were increased in the blood with PaPE-1 treatment. 

Metabolic syndrome is strongly associated with NAFLD and liver steatosis, and the prevalence of metabolic syndrome among women is increasing, although there is no such significant trend for men [19]. In our previous studies, PaPE-1 was shown to have a major impact on the development of fat depots in animals under low estradiol conditions, where PaPE-1 decreased the weight of all fat depots, including perigonadal, perirenal, and subcutaneous adipose tissues [12]. Notably, unlike E2, which has many of these effects, PaPE-1 does not increase the uterus weight in ovariectomized animals. Our current results extend upon these previous findings by showing additional liver benefits of PaPE1 in DIO and ob/ob mice. Estrogens have a protective effect against NAFLD and have been shown to reverse steatosis in both male and female animal models [7,20,21]. Lipid accumulation in the liver in the form of large cytosolic lipid droplets has been considered a factor in the “first hit” of the development of NAFLD [22]. Liver weights and hepatic lipid droplet size were decreased in both DIO and ob/ob mice, showing PaPE-1′s protective effects against the “first hit” in the development of NAFLD in both the genetic and diet-induced obesity models. We also observed an increased expression of mitochondrial genes and proteins, suggesting an increased energy consumption.

In addition to targeting factors in the “first hit” of NAFLD development, PaPE-1 modulated several metabolic pathways associated with the reduction of oxidative stress and fibrosis. 

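Cox4i1, a subunit of cytochrome c oxidase, had a log2 fold change of 0.60 for PaPE-1 in DIO liver (SE 0.17, adjusted p = 0.0995 from edgeR's quasi-likelihood test), at 526 ± 59.9 CPM against 347 ± 17.5 with vehicle (SD, n = 3). With the trend of expression on gene length removed it stood at 0.16. The prohibitin gene Phb was at 0.35 (adjusted p = 0.241), with 53.7 ± 5.37 CPM against 42.0 ± 4.21 (SD, n = 3). The outer membrane channel Vdac1 was at 0.16 (SE 0.15, adjusted p = 0.563), the chaperone Hspd1 at 0.18 (SE 0.14, adjusted p = 0.482) and cytochrome c, Cycs, at 0.11 (SE 0.21, adjusted p = 0.797). In ob/ob liver Cox4i1 was at 0.02 (-0.0060 with that trend removed), Vdac1 at -0.02, Cycs at 0.04, Hspd1 at -0.03 and Phb at -0.08 with PaPE-1, each with an adjusted p of 1 from edgeR.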

Our RNASeq analysis showed that PaPE1 increased the expression of mitochondrial proteins and coupling efficiency. Together with increased glutathione synthesis pathways, these changes might result in efficient utilization of excess energy and mitigate excess reactive oxygen species production by active mitochondria, while preventing damage to hepatocytes. This observation might explain the decrease that we noted in collagen deposition that was more prevalent in PaPE-1 treated animals. Glutathione is a major antioxidant that prevents oxidative stress in the liver by quenching ROS. Human GSTs are a family of enzymes capable of detoxifying electrophilic molecules generated through oxidative stress [23]. Glutathione transferase (GST) isoforms and their mRNA levels, in particular, are increased with NAFLD progression [24]. Furthermore, GO terms associated with decreasing oxidative stress were enriched in both DIO and ob/ob models. In addition, we previously showed the metabolites in the same pathway to be upregulated by long-term broccoli feeding and correlated with improvement of liver health [25]. 

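The response of single genes to PaPE-1 was compared between the models by an interaction term over all 18 libraries. For Fdx1, the log2 fold change in DIO liver minus that in ob/ob liver was 0.73 (SE 0.22, adjusted p = 0.245 from edgeR's quasi-likelihood test) and for Etfb it was 0.62 (SE 0.21). For Col5a3 it was -1.78 (SE 0.41, adjusted p = 0.190), and for Col4a1 -0.70 (SE 0.21). For Gsta1, lower in both models, the difference was -1.37 (SE 0.68, adjusted p = 0.428). No gene of 14171 passed an adjusted p under 0.05 in edgeR, where the smallest was 0.110. At an unadjusted p under 0.05, 1033 genes were higher and 686 lower, and 0 passed the adjusted p with limma voom and 156 with DESeq2. Genes of complex I differed by a mean of 0.47 (camera p = 5.29e-14, p = 0.127 with an estimated correlation), those of fatty acid and triglyceride synthesis by -0.54 (camera p = 0.0094, p = 0.489 with an estimated correlation) and the collagens by -0.40 (camera p = 0.00103, p = 0.129 with an estimated correlation). With the trend of expression on gene length removed, these differences were 0.13 (camera p = 0.00239, p = 0.396 with an estimated correlation), -0.50 and -0.21 (camera p = 0.0379, p = 0.331 with an estimated correlation). The mean of fatty acid and triglyceride synthesis in DIO liver was -0.45 with all libraries and 0.024 without the vehicle library WV7, and 0.11 in ob/ob liver. Across 13102 genes, which are not independent replicates, the fold changes for PaPE-1 correlated between the models at 0.101 and those for E2 at 0.277. At a fold change above 2 and an unadjusted p under 0.05, 10 genes were lower and 0 higher with PaPE-1 in both models, where independent lists would share 0.395 and 0.110.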

Though PaPE-1 affected similar metabolic pathways in both DIO and ob/ob mouse models, not all genes and metabolites were significantly regulated in a correlated manner. This could be due to the differences in gene expression and signaling in ob/ob mice. Previous studies have shown that although ob/ob mice develop steatosis, they are less prone to develop steatohepatitis and fibrosis compared to other mouse models, such as DIO mice [26,27,28]. These differences have been attributed to the characterization of leptin as an essential mediator of hepatic fibrosis [26,27]. This may also contribute to the differences in MRI fat mass seen between DIO and ob/ob mice. Overall, ob/ob mouse models are considered to more accurately depict a genetic model of obesity, which is often more difficult to ameliorate. 

## 5. Conclusions

Our results show that PaPE-1 elicited significant changes in inflammation and lipid metabolic pathways in two different mouse models that simulate metabolic dysfunction associated with loss of estrogen production at menopause. Based on the “two-hit hypothesis”, NAFLD is best treated by targeting both lipid accumulation and inflammation in the liver. It appears that PaPE-1 modulates pathways in both aspects of the “two-hit hypothesis”, suggesting that compounds of this class could have a protective effect against steatosis and NAFLD. Overall, our data suggest a beneficial role of PaPE-1 in protecting against liver steatosis and inflammation that can be caused by the loss of estrogens. In contrast to estradiol, PaPE-1 provides a metabolic benefit without stimulation of reproductive tissues such as the uterus. Therefore, PaPEs might provide a promising approach to avoid NAFLD progression in postmenopausal women with obesity and metabolic syndrome.

## Figures and Tables

**Figure 1:**
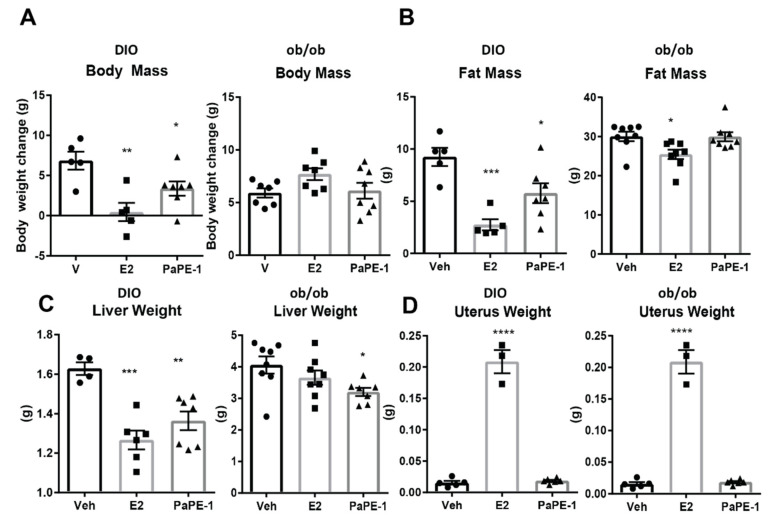
Body and organ mass of E2 and PaPE-1 treated diet induced obesity (DIO) and ob/ob mice. (**A**) PaPE-1 decreased weight gain caused by high-fat diet (HFD) in DIO mice, but not significantly in ob/ob mice. (**B**) E2 and PaPE-1 prevent fat mass increase caused by HFD but not in ob/ob mice. (**C**) The liver weight of both DIO and ob/ob mice showed that PaPE-1 was very effective at decreasing liver weight increase caused by HFD in DIO mice or leptin deficiency. (**D**) Unlike E2 treatment, PaPE-1 does not increase uterus weight in both DIO and ob/ob mice. Statistical significance was established at α = 0.05. All weights were normally distributed. Pairwise *t*-tests with a Bonferroni correction were used to identify treatments that were significantly different from each other (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001).

**Figure 2:**
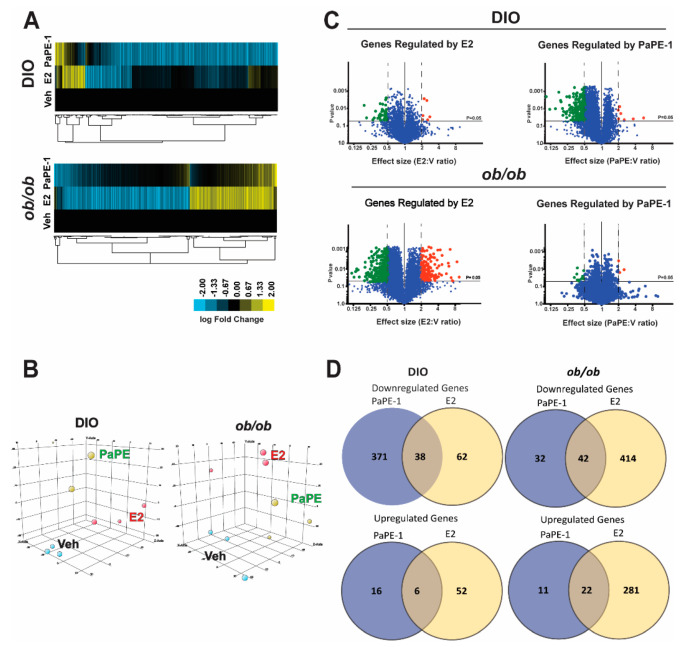
Transcriptomic changes in the liver from DIO and ob/ob mice. (**A**) RNA was isolated from the liver and RNA-seq was performed. Regulated genes are those with *p* < 0.05 and expression fold change > 2 (*n* = 3 biological replicates). (**B**) PaPE-1and E2 treatments show distinct gene regulation patterns. (**C**) Volcano plots of gene expression data show several genes significantly affected by PaPE-1 treatment differ from those affected by E2 treatment. Statistical significance was determined at *p* = 0.05 and greater than a 2-fold change. Significantly downregulated genes are highlighted in green and upregulated genes are highlighted in red. (**D**) The Venn diagrams display the relationships of downregulated and upregulated genes between DIO and ob/ob mice, respectively. The genes shown in the diagrams are all genes significantly regulated by E2 and PaPE-1.

**Figure 3:**
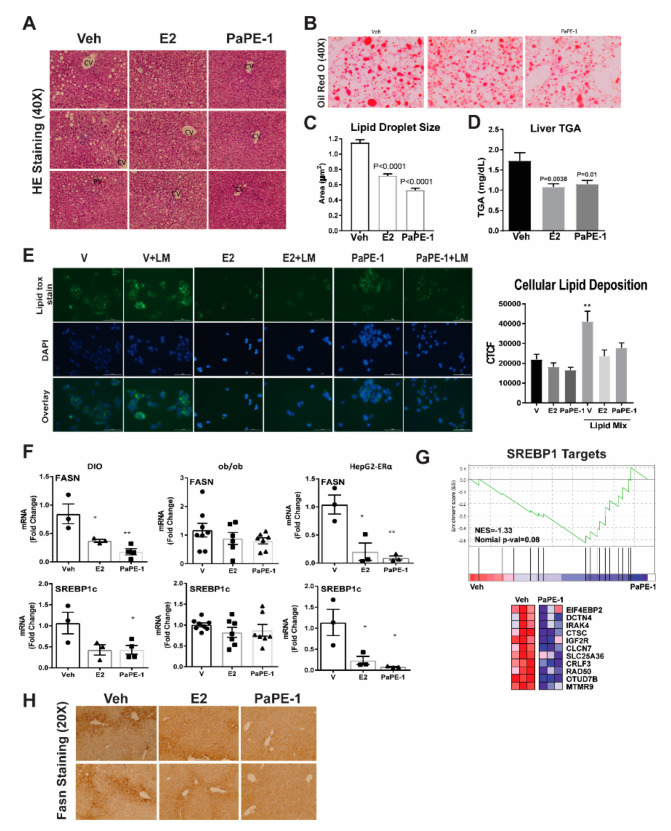
Lipid accumulation in mouse liver and human hepatocyte cells(HepG2-ERα) after E2 and PaPE-1 treatments (**A**,**B**) H + E and Oil Red O staining of mice liver tissue show decreased lipid accumulation after both E2 and PaPE1 treatments. CV, centrilobular vein; PV, periportal vein. (**C**) Quantification of lipid droplet sizes by Fiji software correlates to show PaPE1 is effective at decreasing lipid droplet size in mice liver. (**D**) Liver triglyceride (TGA) level decreased after both E2 and PaPE1 treatments (**E**) Lipid tox stain shows the lipid accumulation in different treatments. Cells were counterstained with DAPI via BioTek Cytation 5. Corrected total cell fluorescence (CTCF) shows the cellular lipid deposition, which was calculated using Fiji software. (**F**) PaPE-1 reduces the expression of FASN and SREBP-1c mRNA in both animal models and HepG2-ERα cells. (**G**) Consistent with a decrease in SREBP1 level, PaPE-1 reduced the expression of SREBP1 targets. (**H**) Expression of Fasn protein is also decreased in livers from animals treated with E2 or PaPE-1. * *p* < 0.05; ** *p* < 0.01.

**Figure 4:**
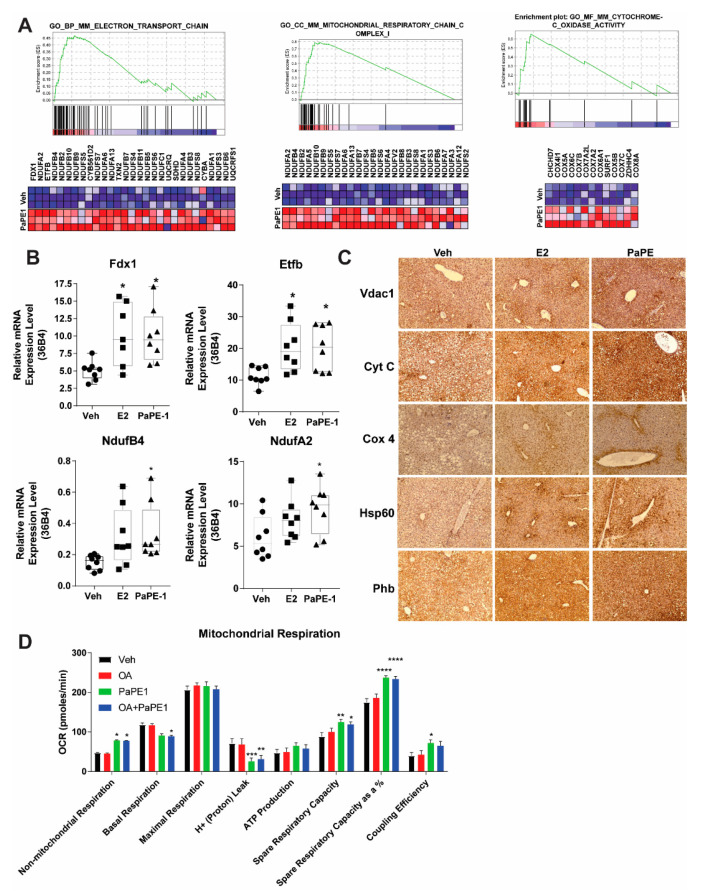
Increased mitochondrial gene and protein expression in PaPE-1 treated livers. (**A**) Examples of GSEA metabolic pathways. Electron transport chain, Mitochondrial respiratory chain, and cytochrome oxidase activity were three of the highly enriched gene sets in GSEA analysis. Range of colors (red, pink, light blue, dark blue) corresponds to a range of expression values (high, moderate, low, lowest). (**B**) PaPE-1 mediated the upregulation of the genes in these gene sets. (**C**) Consistent with our GSEA results, PaPE1 treated livers had an overall higher expression of mitochondrial proteins. (**D**) HepG2-ERα cells were treated in triplicate using Veh, 1 μM PaPE-1, 100 nM OA, and 1 μM PaPE-1 + 100 nM OA. Different oxidative respiration parameters were calculated using a Seahorse Mitostress test kit. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001.

**Figure 5:**
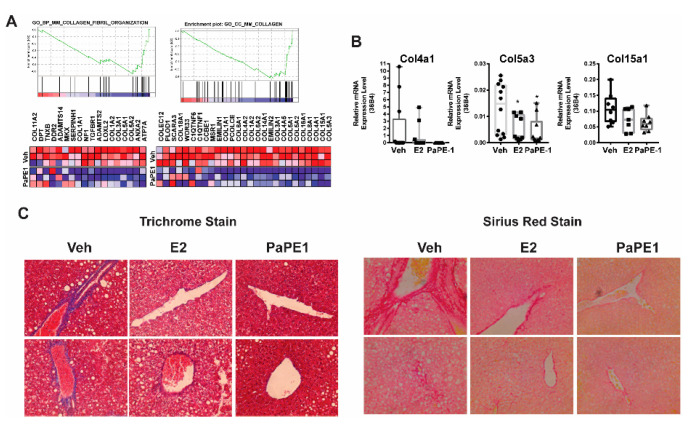
Decreased Collagen deposition in PaPE-1 treated mice livers (**A**) RNA-Seq analysis showed that PaPE-1 specifically downregulated collagen target genes. This is relevant to fibrosis, which is a hallmark of the next step after Nonalcoholic fatty liver disease (NAFLD), Nonalcoholic steatohepatitis (NASH). (**B**) PaPE-1 very effectively downregulated representative mice hepatic collagen genes in mice livers. (**C**) Trichrome and Sirius red staining showed PaPE-1 was very effective in decreasing mice’s hepatic collagen deposition (Blue in Trichrome stain, red in Sirius Red stain). *, *p* < 0.05.

**Figure 6:**
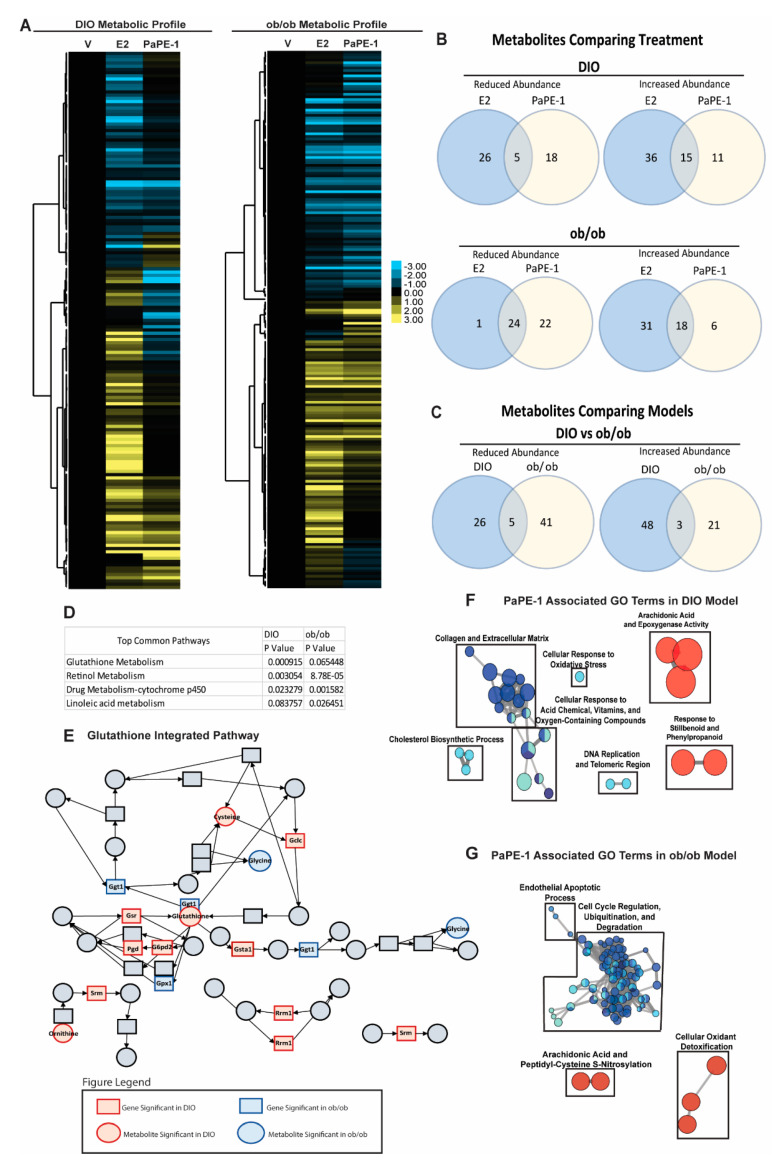
Metabolomics and integrated pathway analysis of PaPE-1 treatment in DIO and ob/ob mice. (**A**) Blood serum metabolites of PaPE-1 treatment in DIO and ob/ob mice. (**A**) Metabolites were identified by the GC-MS analysis and incorporated into a heatmap for visualization. Metabolites were clustered using Cluster 3.0 and visualized using Java TreeView. (**B**) PaPE-1 regulated several metabolites similarly to E2 treatment. (**C**) There were many metabolites distinct to each mouse model though a few were similar. (**D**) Integrated pathway analysis using Metaboanalyst showed common metabolic pathways affected by PaPE-1 treatment in both DIO and ob/ob models. The top common pathways between the two mouse models show retinol metabolism and drug metabolism-cytochrome p450 were significantly modulated. (**E**) The glutathione metabolism pathway is shown as an example of a significant pathway affected. Red denotes modulation in DIO mice and blue denotes modulation in ob/ob mice. GO term analysis of genes and metabolites of (**F**) DIO and (**G**) ob/ob models show several pathways affected by PaPE-1 treatment which show a possible reduction in inflammation and oxidative stress. Blue denotes downregulated GO terms and red denotes upregulated GO terms.

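Dhrs9, a retinol dehydrogenase, had a log2 fold change of -2.87 with PaPE-1 in DIO liver (SE 0.73), and the retinol carrier Rbp4 (0.69, SE 0.18) and Cyp1a2 (0.81, SE 0.20) were above 0. Their adjusted p were 0.0848, 0.0857 and 0.077 in edgeR's quasi-likelihood test. Of 34 genes of retinol metabolism, 6 were higher and 2 lower adjusted over the list alone, and 0 over all genes. The list had a mean of 0.04 (camera p = 0.0612, p = 0.17 with an estimated correlation), which became -0.01 with the trend of expression on gene length removed. Its mean in ob/ob liver was -0.03 (camera p = 0.399, p = 0.669 with an estimated correlation), with Aldh1a1 at -0.28 (SE 0.15). Among the drug-metabolizing cytochromes in DIO liver, Cyp2a5 was at 1.38 (SE 0.28), Cyp2e1 at 0.86 (SE 0.18) and their electron donor Por at 0.96 (SE 0.19), each with an adjusted p of 0.0707 from edgeR. Of 49 genes of the families CYP1 to CYP3, 39 were above 0 and 15 were higher adjusted over the list alone, with a mean of 0.37 (camera p = 1.38e-07, p = 0.0162 with an estimated correlation). Members of these families resemble each other and may share reads. The list had a mean of -0.06 in ob/ob liver (camera p = 0.0275, p = 0.494 with an estimated correlation), and without the vehicle library L13 it was 0.15. Cyp2b10 was at -0.98 there (SE 0.22, adjusted p = 1 from edgeR). The difference between the models in this list, tested as an interaction, was 0.47 (camera p = 3.38e-07, p = 0.0549 with an estimated correlation). Of 22 arachidonic acid epoxygenases in DIO liver, 19 were above 0 with PaPE-1, with Cyp2c54 at 1.59 (SE 0.41), Cyp2c23 at 0.81 (SE 0.20) and a mean of 0.37 (camera p = 3.17e-05, p = 0.0116 with an estimated correlation).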

## Data Availability

RNASeq data will be deposited to GEO database and will be available to public upon acceptance of the manuscript.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/nu13103334/s1.

How the deposited data were processed for this re-analysis (not part of the article)

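Liver RNA-seq of ovariectomized DIO and ob/ob mice treated with vehicle, E2 or PaPE-1 was used, with 3 libraries per group and 18 in all. The authors deposited a table of raw counts for each model, which they made by aligning the reads with STAR (2.7.6a) and counting them per gene with featureCounts (2.0.0, strand option 2) on the RefSeq genes of GRCm39. The tables hold 40840 genes. Median total counts per group were 20477788, 20565583 and 17709529 for vehicle, E2 and PaPE-1 in DIO liver and 15364810, 15839134 and 14474061 in ob/ob liver. The authors also deposited 4 tables of DESeq2 results, in which log2 fold changes against vehicle, p-values and adjusted p-values were made by DESeq2 from these counts. The 9 columns of normalized counts in each of these tables were not used here. DESeq2 run here gave log2 fold changes within 6.82e-05 of those in the tables the authors deposited.

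Counts were analysed in R (4.3.3) with edgeR (4.0.16), limma (3.58.1) and DESeq2 (1.42.0). Genes were kept by edgeR's filterByExpr with the groups of the model, scaled by TMM and tested by the robust quasi-likelihood test in a model with one mean per group, fitted to the 9 libraries of a model. The 3 comparisons per model were PaPE-1 against vehicle, E2 against vehicle and PaPE-1 against E2. Differences between the models in the effect of a ligand were tested as interactions in a fit over the 18 libraries. Adjusted p-values are Benjamini-Hochberg values over the genes tested, and the threshold was an adjusted p of 0.05. Counts of genes at the threshold the paper states in its results, a fold change over 2 and an unadjusted p under 0.05, were made as well. Log2 CPM used a prior count of 2. The model and its libraries' preparation cannot be told apart, so libraries were compared only within a model and interactions compare effects.

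Of 40 gene lists, 39 were tested with limma's camera, with a preset correlation between genes of 0.01 and with an estimated correlation, and with fry. Camera p-values were adjusted over the lists of a comparison, and no list passed an adjusted p of 0.05 with the estimated correlation in any comparison. The smallest such values against vehicle were 0.211 for PaPE-1 and 0.155 for E2 in DIO liver and 0.337 and 0.647 in ob/ob liver. A list of 13 proteins encoded by mitochondrial DNA had 0 members in the tables and was not analysed here. For each list, genes past the threshold were counted over all genes tested and adjusted over the list alone.

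Genes were named by a rule. It takes, for each ligand against vehicle, the 10 largest increases and the 10 largest decreases among genes with an adjusted p under 0.05, a mean of at least 1 CPM in a group, every treated library beyond every vehicle library and a gene symbol that is not a bare identifier. It adds every gene the paper names in its text or prints in Figure 3G or Figure 6E, the genes of the estrogen receptors, and up to 4 members of each list described, by the smallest adjusted p. Esr2, Gper1, G6pd2 and Ggt1 had too few counts to be tested in either model. The gene lists, this rule, the comparisons and most alternatives were set before the data were examined, and the closing section names the alternatives that were not.

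Alternatives were DESeq2 size factors in edgeR, DESeq2's Wald test, limma voom, no filter on low counts, at least 10 counts in every library, a fit to the compared groups alone, removal of each library's trend of log expression on gene length (loess, span 0.5), each library left out in turn, and the estimated correlation in camera. Overlaps between the ligands were set beside 50 simulated datasets in which both ligands share their vehicle libraries and have no effect. Group labels were also permuted over all 10 splits of 3 libraries against 3, and over 100 drawn splits for the interactions. The steps were tested on simulated data with 100 genes changed at each fold. In the DIO fit, 65 of 100 changes of 2-fold and 91 of 100 of 4-fold were called at an adjusted p under 0.05, with 14 false calls among 13849 genes. In the ob/ob fit the numbers were 72 and 95, with 17 false calls among 13399 genes. In both fits the false calls were a larger share of all calls than the 0.05 that the adjusted p aims at. An exact test of 3 libraries against 3 cannot give a p under 0.1 and was not used for single genes. Protein, metabolite, histology and HepG2 data of the paper were not used here.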

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

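The tests of gene length for complex I alone and for lists compared between the models, of the library WE14 and of the endothelial markers were chosen after the results were seen, as was the criterion that a list compared between the models must pass camera with the preset and with the estimated correlation. The criterion for WE14 as a PaPE-1 liver was also changed after its scores were seen. With the preset correlation alone 15 lists differed between the models in the response to PaPE-1 and 13 in the response to E2.

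The effect of PaPE-1 differed between the models for genes of cytosolic ribosomal proteins, by a mean log2 difference of 0.79 (DIO minus ob/ob; camera p = 8.68e-52, p = 0.0237 with an estimated correlation), and for hepatocyte secretory genes, by 0.37 (p = 0.0208 with an estimated correlation). With the trend of expression on gene length removed, these differences were 0.43 (p = 0.0148 with an estimated correlation) and 0.25 (p = 0.102 with an estimated correlation). The effect of E2 differed for Cyp2c40, a female-biased cytochrome, by -3.27 (SE 0.44, adjusted p = 0.0207 from edgeR), with log2 fold changes of 0.64 in DIO and 3.92 in ob/ob liver. It also differed for F2r, the thrombin receptor, by 1.47 (SE 0.23, adjusted p = 0.0285 from edgeR). These 2 genes were all that edgeR called, against 338 with DESeq2 and 1 with limma voom. No gene passed without WV9, WE18, L8 or L12, and 831 passed without WE14. Of 100 splits of the libraries within the models, 10 gave at least as many genes as the real 2, and the highest gave 1543. The 9 others with at least 2 genes all kept the ob/ob vehicle libraries apart from the ob/ob E2 libraries, so their counts hold the effect of E2 in ob/ob liver, and splits that mixed these gave at most 1. For PaPE-1 the real count was 0, the highest of the others was 672, in a split that kept the DIO vehicle and PaPE-1 libraries apart, and all 100 splits gave at least as many. Liver endothelial cell markers differed by -0.59 in the effect of E2 (p = 0.0264 with an estimated correlation), and by -0.62 with the length trend removed (p = 0.0196 with an estimated correlation).

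In ob/ob liver with E2, 17 endothelial markers, 22 interferon response genes and 13 female-biased liver genes were higher at an adjusted p under 0.05 in edgeR, and the paper does not discuss these groups. Among the interferon genes were the transcription factor Irf7 (log2 fold change 0.90, SE 0.15) and the antiviral gene Ifit3 (0.83). Their mean was 0.57 (camera p = 3.03e-10, p = 0.0453 with an estimated correlation), whereas the female-biased list had p = 0.0664 with an estimated correlation.

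In DIO liver with PaPE-1, genes of complex I were higher by a mean of 0.45 and the collagens lower by -0.54. Removing the trend of expression on gene length left complex I at 0.082 (SE 0.02 over genes), so that the trend may account for most of that difference. The collagens stayed at -0.35 (SE 0.12 over genes, camera p = 0.000107, p = 0.117 with an estimated correlation), which argues against gene length as the only cause of both. The SE in this paragraph are over genes, which are not independent replicates, and leave out the spread between mice. The collagens did not pass camera with the estimated correlation, which limits this argument. A lower share of stellate cells as a whole is argued against for the collagens by the stellate markers, whose mean was 0.013 (SE 0.08 over genes). Fewer collagen-making cells within an unchanged stellate share stays open and was not tested. Other matrix genes, Acta2 among them, had a mean of -0.46. RNA quality stays open for complex I, because cytosolic ribosomal proteins, which are as short and abundant, were also higher, by 0.34 more than complex I. A response of the liver to PaPE-1 stays open too and was not tested apart from the trend, which separates the PaPE-1 from the vehicle libraries.

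The DIO E2 library WE14 scored 0.24 over female-biased genes, where the E2 libraries WE3 and WE18 scored 1.13 and 1.18. A label exchanged with a vehicle or PaPE-1 library is argued against, since the highest of these scored 0.20. A vehicle liver under the E2 label stays open, because over genes that E2 changed in ob/ob liver WE14 scored 0.60 and the highest vehicle library 0.04, but the E2 library WE3 scored 0.25, below the PaPE-1 libraries WP11 (0.47) and WP12 (0.52), and the log2 CPM of WE14 correlated at 0.986 with WV7 and WV9 and at 0.967 and 0.979 with WE3 and WE18. A PaPE-1 liver under the E2 label stays open too. Over genes that differ between PaPE-1 and vehicle WE14 scored 0.85 and the lowest PaPE-1 library 2.31, but these genes were chosen on the same PaPE-1 libraries. Over genes chosen without WP11, WP12 or WP24 the library left out scored 1.77, 1.16 and 2.02. On these genes WE14 scored 0.83, 0.58 and 1.00 and the E2 library WE18 1.29, 1.19 and 1.55. WE14 was below each library left out, but WE18 was above WP12, so the score does not separate PaPE-1 from E2. WE14 also correlated at 0.987 with WP12. A weaker response of this mouse or a smaller dose from its pump may remain, and neither was tested.

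The endothelial markers in ob/ob liver with E2 had a mean of 0.74. A lower share of hepatocytes is argued against, because the stellate markers had a mean of 0.044 and the cholangiocyte markers one of -0.18. Lymphocyte markers (1.20, camera p of 0.000503), Kupffer cell markers (0.37, camera p of 0.00953) and blood cell markers (2.25, camera p of 0.00548) moved with the endothelial list. With the estimated correlation, the lymphocyte, Kupffer cell and blood cell lists did not pass camera. Gene length is argued against as the whole cause by a mean of 0.77 with its trend removed (camera p = 7.82e-13, p = 0.0379 with an estimated correlation). More endothelial cells, or more expression in each, may remain as a biological explanation, and was not tested.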

How the results depend on the processing

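Each result was recomputed with one choice changed at a time. No paired analysis was possible because the labels pair no mice between groups. The alternatives for the lists under E2, for the lists in PaPE-1 against E2, for the cell cycle, CYP1 to CYP3, ribosomal, other matrix, stellate and retinol lists in DIO liver with PaPE-1 and for the blood, collagen and CYP1 to CYP3 lists in ob/ob liver with PaPE-1 were chosen after seeing the data. Of 58 results, 58 kept their direction and their side of the threshold, or for a count stayed within 1.5 times, with DESeq2 size factors in edgeR, 48 with at least 10 counts in every library, 44 with DESeq2's Wald test, 52 with the length trend removed, 52 with limma voom, 41 with no filter and 52 with the compared groups alone. With an estimated correlation 17 of 38 list means kept their call. Where a result did not keep its call or count, the cause was not tested unless it is named.

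With DESeq2's Wald test, the genes past an adjusted p of 0.05 were 752 (530 higher; 78 over 2-fold in either direction) for PaPE-1 in DIO liver, 21 (16 higher, 19 over 2-fold in either direction) for E2 in DIO liver, 228 for PaPE-1 against E2 in DIO liver, 156 for the interaction of PaPE-1 and 338 for that of E2. At a fold change over 2 and an unadjusted p under 0.05 it gave 55 higher and 95 lower genes for PaPE-1 in ob/ob liver. With the compared groups alone in the fit, the adjusted counts were 773 (467 higher, 89 over 2-fold) for PaPE-1 in DIO liver, 2 for PaPE-1 against E2 in DIO liver, and 3 and 8 for the interactions of PaPE-1 and E2, and 11 genes were higher at the 2-fold threshold for PaPE-1 in ob/ob liver. With limma voom, 51 genes were higher at the 2-fold threshold for E2 in DIO liver, and 1 passed the adjusted p for PaPE-1 against E2 in DIO liver and 1 for the interaction of E2. With the length trend removed, 49 genes were higher at the 2-fold threshold for PaPE-1 in DIO liver, 3 differed between PaPE-1 and E2 there, and 9 passed for the interaction of E2, 6 higher and 3 lower, where the main count was 1 and 1.

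With no filter, which adds genes with few counts, the adjusted counts were 385 (250 higher, 58 over 2-fold) for PaPE-1 and 1 (over 2-fold) for E2 in DIO liver, 56 for PaPE-1 against E2 in DIO liver, 1 (over 2-fold) for PaPE-1 in ob/ob liver, and 5 and 120 for the interactions of PaPE-1 and E2. At the 2-fold threshold it gave 148 higher and 420 lower genes for PaPE-1 and 136 and 244 for E2 in DIO liver, 124 and 156 for PaPE-1 in ob/ob liver and 737 higher for E2 in ob/ob liver. With at least 10 counts in every library, which tests fewer genes, the 2-fold threshold gave 49 and 67 for PaPE-1 and 46 and 39 for E2 in DIO liver, and 9 and 22 for PaPE-1 and 279 and 222 for E2 in ob/ob liver. Genes shared by the ligands were 0 at the adjusted p, and 31 in DIO and 45 in ob/ob liver at the 2-fold threshold.

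With an estimated correlation, these means lost their call in camera. For PaPE-1 in DIO liver and with the estimated correlation they were 0.45 for complex I (p = 0.176), 0.45 for cytochrome c oxidase (p = 0.173), 0.79 for ribosomal proteins (p = 0.0572), -0.54 for collagens (p = 0.0617), -0.46 for other matrix genes (p = 0.0992), -0.47 for cell cycle (p = 0.0665) and 0.080 for glutathione metabolism (p = 0.459). For E2 in DIO liver, with the same estimated correlation, they were -0.22 for collagens (p = 0.157), 0.24 for ribosomal proteins (p = 0.227) and 0.24 for Kupffer cell markers (p = 0.186), and for PaPE-1 against E2 they were -0.32 for collagens (p = 0.151) and 0.40 for complex I (p = 0.176). For E2 in ob/ob liver, again by the estimated correlation, they were -0.77 for cell cycle (p = 0.2), 0.37 for ribosomal proteins (p = 0.206), 1.5 for female-biased genes (p = 0.0664) and 0.37 for Kupffer cell markers (p = 0.354). For PaPE-1 in ob/ob liver the estimated correlation left 0.11 for fatty acid and triglyceride synthesis (p = 0.416), -0.19 for inflammatory mediators (p = 0.183), 2.29 for blood cell markers (p = 0.077), -0.23 for collagens (p = 0.257) and -0.064 for CYP1 to CYP3 (p = 0.494). For PaPE-1 in DIO liver, the cholesterol list passed camera with at least 10 counts (-0.47), DESeq2 (-0.45), the length trend removed (-0.46) and limma voom (-0.41), fatty acid and triglyceride synthesis passed with DESeq2 (-0.44), and retinol metabolism passed with DESeq2 (0.056). Cytochrome c oxidase no longer passed with the length trend removed (0.0013). Glutathione metabolism no longer passed with at least 10 counts (0.10), DESeq2 (0.10) or limma voom (0.061), and with the length trend removed it was reversed, at -0.11 (camera p of 0.214). With PaPE-1 in ob/ob liver, glutathione metabolism passed as lower with DESeq2 (-0.077) and limma voom (-0.067), and CYP1 to CYP3 no longer passed with no filter (-0.074).

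With one library left out, 290 of 360 values kept their call. The lowest and highest counts at the 2-fold threshold were 45 (without WE18) and 146 (without WE14) higher and 70 and 291 (without WE14) lower genes for E2 in DIO liver, 67 and 137 (without WP12) higher and 209 and 345 (without WP12) lower for PaPE-1 in DIO liver, and 22 and 70 (without L16) higher and 48 and 123 (without L13) lower for PaPE-1 in ob/ob liver, where the lower count was also 115 without L16 and the higher 51 without L3, 51 without L8, 42 without L6 and 41 without L13. The adjusted counts ranged from 0 to 133 (without WE14) for E2 in DIO liver, with 0 to 106 over 2-fold, from 0 to 153 (without WP12) for PaPE-1 in DIO liver, with 0 to 67 over 2-fold, and from 0 to 6 (without L16) for PaPE-1 in ob/ob liver, with 0 to 6 over 2-fold. They ranged from 778 (without L12) to 3328 (without L1) for E2 in ob/ob liver, with 216 (without L12) to 786 over 2-fold, and were 634 higher and 812 lower without L19 and 708 and 1017 without L13. For PaPE-1 against E2 they ranged from 491 (without L12) to 2844 (without L1) in ob/ob liver, with 569 higher and 348 lower without L16, 632 and 445 without L19 and 919 and 627 without L5, and in DIO liver from 0 (without WE3, WE18, WP11 or WP24; 1 without WP12) to 796 (without WE14). For the interactions they ranged from 0 to 60 (without WP12) for PaPE-1 and from 0 (without WV9, WE18, L8 or L12) to 831 (without WE14) for E2, with 224 without L1, 7 without WV7, 6 without WE3 and 4 without L13.

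The list means without one library ranged as follows for PaPE-1 in DIO liver. Fatty acid and triglyceride synthesis lay between -0.67 (without WV8) and 0.024 (without WV7) and passed camera as lower without WV8, WV9 or WP12. Cholesterol synthesis lay between -0.71 (without WV8) and 0.014 (without WV7) and passed without WV8, WV9, WP11 or WP12. Glutathione metabolism lay between 0.044 (without WV8) and 0.11 and no longer passed without WV8 or WP12, and retinol metabolism lay between 0.0026 (without WV8) and 0.13 (without WV7) and passed without WV7 or WP11. For E2 in DIO liver, collagens lay between -0.39 and -0.12 and no longer passed without WE14, and fatty acid and triglyceride synthesis lay between -0.29 (without WE14) and 0.50 (without WV7), passed as higher without WV7 or WE3 and was reversed without WV8, at -0.20 (camera p of 0.0255). The same list with E2 in ob/ob liver lay between 0.043 and 0.28 and passed without L3. For PaPE-1 in ob/ob liver, collagens lay between -0.39 and -0.0055 (without L8) and no longer passed without L8 or L5, fatty acid and triglyceride synthesis lay between 0.0020 (without L16) and 0.27 (without L3) and no longer passed without L16, L6, L13 or L8, and inflammatory mediators lay between -0.32 and -0.11 (without L16) and no longer passed without L16 or L3. Retinol metabolism lay between -0.10 and 0.056 and passed as lower without L8. The CYP1 to CYP3 list lay between -0.17 (without L8) and 0.15, was reversed without L13, at 0.15 (camera p of 0.140), and no longer passed without L16 or L5.

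No named gene that passed its test reversed under any alternative. Of 282 values of named genes, 276 kept their call with the length trend removed, 277 with limma voom and 282 with DESeq2 size factors. With DESeq2's Wald test 51 of 280 came past the threshold and none was lost, and with one library left out 1617 of 1692 kept their call. The depth limits genes of few counts. Gsta1 in DIO liver rests on 0.345 CPM with PaPE-1, and 4 genes the paper or the rule names (Esr2, Gper1, G6pd2 and Ggt1) were below the filter and gave no value.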

Differences from the paper's values

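The paper states a fold change over 2 at a p under 0.05 for its counts, and the values read by eye from Fig. 2D were set beside counts at that threshold. The paper's methods name TopHat, StrandNGS and limma, whereas the deposited counts used here were made with STAR and featureCounts. For PaPE-1 in DIO liver, the paper shows about 22 higher genes (Fig. 2D, read by eye) and edgeR gave 79. None of the alternatives set before the data were examined came within 1.5 times: at least 10 counts in every library and removal of the length trend gave 49 each, limma voom 68, the compared groups alone 74, DESeq2 size factors 83, DESeq2's Wald test 94, no filter 148, and one library left out 67 to 137. For lower genes the paper shows about 410 (Fig. 2D, read by eye) and edgeR gave 219. Of the alternatives set before the data were examined, DESeq2's Wald test (284), no filter (420) and the fits without WP11 (297) or WP12 (345) came within 1.5 times. At least 10 counts (67), DESeq2 size factors (203), the length trend removed (214), limma voom (243), the compared groups alone (211) and the fits without WP24 (209), WV7 (241), WV8 (221) or WV9 (224) did not.

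For E2 in ob/ob liver the paper shows about 300 higher genes (Fig. 2D, read by eye) and edgeR gave 475. Of the alternatives set before the data were examined, at least 10 counts (279), the length trend removed (443) and the fits without L12 (351) or L19 (415) came within 1.5 times. DESeq2 size factors (475), DESeq2's Wald test (545), limma voom (476), no filter (737), the compared groups alone (459) and the fits without L1 (618), L3 (584), L8 (479) or L13 (494) did not. For genes shared by the ligands the paper shows about 6 higher and about 38 lower in DIO liver and about 22 higher in ob/ob liver (Fig. 2D, read by eye), and edgeR gave 10, 21 and 12. These overlaps were not computed at that threshold under the alternatives. The other counts, 77 higher and 100 lower for E2 in DIO liver, 27 and 63 for PaPE-1 in ob/ob liver, 350 lower for E2 in ob/ob liver and 33 shared lower genes in ob/ob liver, were within 1.5 times of the values in Fig. 2D.

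The paper states in Methods a fold change over 2 with an adjusted threshold, at which edgeR gave 0 genes for PaPE-1 in either model, with DESeq2's Wald test giving 78 in DIO liver, no filter 58 and the compared groups alone 89. The paper says that qPCR of Fasn and SREBP-1c went with the RNA-seq data, where PaPE-1 lowered both in DIO liver. Here Fasn was at -1.01 for PaPE-1 in DIO liver, in the paper's direction, and Srebf1 at 0.23, neither past the test. Without the vehicle library WV7, Fasn was above 0, against the paper's direction. For PaPE-1 in ob/ob liver Fasn was at 0.23 and Srebf1 at 0.21. The paper's qPCR was normalized to a ribosomal protein gene, Rplp0 in the mouse. With PaPE-1, Rplp0 was at 0.57 in DIO liver (SE 0.17, adjusted p = 0.106 from edgeR) and at 0.04 in ob/ob liver. In DIO liver this was above Srebf1, so Srebf1 set against Rplp0 would be below 0, in the paper's direction. The sign of Srebf1 there thus depends on the reference. In ob/ob liver Rplp0 stood below both Fasn and Srebf1. The paper states that Gsta1 was significantly regulated in both models. In DIO liver it had a log2 fold change of -2.37 and an unadjusted p of 0.00307 (adjusted p = 0.0922 from edgeR), past the paper's threshold in its results, and in ob/ob liver -0.97 and 0.00201 (adjusted p = 1), just under 2-fold, and no alternative placed it under an adjusted p of 0.05. The paper says that genes regulating glutathione metabolism were upregulated. Of 54 genes tested in DIO liver 37 were above 0, and of 54 in ob/ob liver 34 were below 0, while Gsta1 and Gclc (-0.63 and -0.10) were below 0 in both and Srm (0.90) was above 0 in DIO liver. The paper says that terms of cellular oxidant detoxification were increased in ob/ob liver. The NRF2 list had a mean of -0.06 there, and the blood cell markers one of 2.29 (camera p = 3.74e-10, p = 0.077 with an estimated correlation). The paper's terms rest on both the genes and the metabolites that PaPE-1 significantly changed. The lists set beside them here were fixed in advance and hold RNA alone, so their means are not a test of those terms. The paper says that cellular response to oxidative stress was decreased in DIO liver, where the NRF2 list had a mean of 0.04, with Aox1 at -0.64 and Sod1 at 0.64, neither past the test over all genes, and 16 of 31 genes above 0. Of the genes the paper assayed or printed, Col4a1, Col15a1 and Gclc (each lower) and Fdx1, Etfb and Ndufa2 (each higher) had an adjusted p under 0.05 for PaPE-1 in DIO liver with DESeq2's Wald test, no filter and the compared groups alone, and Col5a3 (lower) and Ndufb4, Cox4i1 and Srm (higher) with DESeq2's Wald test and the compared groups alone. Without WP12, Col4a1, Col5a3 and Gclc passed. In edgeR with all libraries none of these passed. The cholesterol list, at -0.46 in DIO liver (camera p = 0.0701, p = 0.673 with an estimated correlation; 0.014 without WV7), and the cell cycle list, at -0.57 in ob/ob liver (-0.32 without L8), had the sign that the paper gives.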

Other observations

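E2 lowered genes of cell division in ob/ob liver, with the cyclins Ccne1 and Ccne2 at log2 fold changes of -1.74 and -2.09, and 20 of 53 cell cycle genes were lower and none higher (mean -0.77, camera p = 1.39e-07, p = 0.2 with an estimated correlation). The immunoglobulin gene Ighm was at 1.95 (SE 0.45) and the B cell gene Cd79b at 1.64, and 4 of 11 lymphocyte markers passed (mean 1.20, camera p = 0.000503, p = 0.229 with an estimated correlation). On this list the vehicle library L3 scored 0.88, above the E2 library L1 at 0.79. Clock genes moved apart, with 8 lower, such as Nr1d2 (-0.82), and 3 higher, such as Nfil3 (1.5), and a mean of -0.54 (camera p = 0.0174, p = 0.164 with an estimated correlation). Of 44 genes of fatty acid oxidation, 10 passed the test as lower, among them Cpt1a (-0.72), Hadhb (-0.53) and Acadm (-0.56), and 3 as higher (mean -0.18, camera p = 0.0111, p = 0.372 with an estimated correlation). The macrophage genes C1qa (1.13) and Clec4f (1.38) were higher, with 10 higher and 1 lower of 20 Kupffer cell markers (mean 0.37, camera p = 0.00953, p = 0.354 with an estimated correlation).

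With E2 in ob/ob liver, where 2972 of 13433 genes passed, 5 genes of cholesterol synthesis were higher, such as Tm7sf2 (1.40) and Ebp (0.97), and 1 lower of 26 (mean 0.51, camera p = 0.000208, p = 0.38 with an estimated correlation), and 6 of 27 acute phase proteins were higher (mean 0.21, camera p = 0.00485, p = 0.0591 with an estimated correlation). Of the other lists with E2 in ob/ob liver, estrogen receptor targets of uterus and breast had 4 higher and 1 lower, with Igf1 at 1.06 (mean 0.42), lipid droplet genes 1 higher and 3 lower, with Lpl at -0.94 (mean -0.10, median -0.0096), male-biased genes 3 higher and 6 lower, with Mup20 at -2.88 (mean -0.35), bile acid genes 5 higher and 3 lower of 22 (mean 0.10), genes of gluconeogenesis and glycolysis 1 higher and 4 lower of 25 (mean -0.07), immediate early genes 1 higher and 2 lower of 21 (mean -0.08, median 0.07), proteasome genes 3 higher and 1 lower of 31 (mean 0.07) and endoplasmic reticulum stress genes 2 higher and 2 lower of 26 (mean 0.04). Ribosomal proteins had 42 of 79 higher (mean 0.37). With the trend of expression on gene length removed, that mean was 0.12, and those of other lists were 0.051 for acute phase proteins, -0.11 for the proteasome, 0.048 for bile acids, -0.026 for endoplasmic reticulum stress, -0.20 for lipid droplets, -0.28 for exocrine pancreas, -0.15 for immediate early genes and -0.11 for gluconeogenesis and glycolysis. The 2 adipocyte markers tested were below 0 (mean -0.43), and the 1 exocrine pancreas marker tested was at -0.05.

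For PaPE-1 in DIO liver edgeR called 0 genes in the fit over 9 libraries, with 1585 higher and 1344 lower at an unadjusted p under 0.05. DESeq2 called 752, limma voom 0 and edgeR fitted to the compared groups alone 773. In the main fit the lists thus rest on their means. The means were 0.13 for fatty acid oxidation (camera p = 0.00642, p = 0.509 with an estimated correlation), 0.23 for the proteasome, 0.15 for acute phase proteins, 0.31 for clock genes, 0.22 for endoplasmic reticulum stress, 0.33 for male-biased genes, 0.20 for estrogen receptor targets, 0.13 for bile acids, 0.15 for immediate early genes, 0.12 for Kupffer cell markers, -0.14 for endothelial, -0.13 for cholangiocyte and -0.07 for lymphocyte markers, -0.43 for adipocyte markers, 0.69 for 2 exocrine pancreas markers, 0.22 for blood cell markers, 0.05 for the interferon response, -0.04 for lipid droplets (median 0.07) and -0.04 for gluconeogenesis and glycolysis (median 0.0053). With the trend of expression on gene length removed, means of these lists that turned were -0.026 for the proteasome, -0.082 for acute phase proteins, -0.24 for blood cell and -0.025 for Kupffer cell markers and -0.074 for the interferon response. Those that moved by over 1.5 times without turning were 0.071 for fatty acid oxidation, 0.14 for endoplasmic reticulum stress, 0.16 for male-biased genes, 0.074 for bile acids, 0.061 for immediate early genes, 0.33 for exocrine pancreas, -0.093 for endothelial, -0.25 for cholangiocyte, -0.33 for lymphocyte and -0.68 for adipocyte markers, -0.17 for lipid droplets and -0.08 for gluconeogenesis and glycolysis. On the blood cell list in DIO liver, the PaPE-1 libraries WP11, WP12 and WP24 scored 1.03, -0.71 and -0.52. The vehicle libraries lay between -0.22 and 0.20, so the positive mean came from WP11. For PaPE-1 in ob/ob liver the mean was 0.12 for gluconeogenesis and glycolysis (camera p = 0.000578, p = 0.00863 with an estimated correlation), with Pfkl at 0.46, and -0.62 for cholangiocyte markers (camera p = 0.000107, p = 0.0722 with an estimated correlation), with all 11 below 0. With E2 in DIO liver it was 0.32 for the interferon response (camera p = 2.78e-08, p = 0.159 with an estimated correlation), 0.24 for Kupffer cell markers, with Adgre1 at 0.73 and Timd4 at 0.79, -1.59 for 3 adipocyte markers, with Cfd at -3.36, and -0.33 for lipid droplets, with Plin4 at -1.73 (camera p = 0.000163, p = 0.199 with an estimated correlation).

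Esr1, the gene of estrogen receptor alpha, stood higher with E2 in ob/ob liver (0.75, adjusted p = 0.0275 from edgeR), and in DIO liver E2 gave a log2 fold change of 1.00 (adjusted p = 0.78) and PaPE-1 0.33 (adjusted p = 0.484). Leading components took 29.3% of the variance in DIO liver and 48.4% in ob/ob liver.

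Splits of 3 libraries against 3 number 10 and are too few for a share under 0.05. For E2 in ob/ob liver the real split gave 2972 genes and the highest other 0, and for PaPE-1 against E2 it gave 2344 and the highest other 0, each the 1 split of 10 with so many. For PaPE-1 against E2 in DIO liver it gave 5 and the highest other 3, again 1 of 10. The real count was 0 for PaPE-1 in DIO liver, for E2 in DIO liver and for PaPE-1 in ob/ob liver, where the highest others gave 0, 3 and 13 and all 10 splits gave at least as many. At an unadjusted p under 0.05, edgeR had 378 higher and 347 lower genes for E2 in DIO liver, against 694 in all by chance. For PaPE-1 in ob/ob liver it had 134 and 222, against 672 by chance. In these comparisons DESeq2 called 21 and 0 genes at the adjusted p, and limma voom 0 and 0.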
